# Revealing the Immune Response of *Sitona callosus* Gyllenhal to Entomopathogenic Fungi *Beauveria bassiana* Infection Through Integrative Analyses of Transcriptomics and Metabolomics

**DOI:** 10.3390/insects15120940

**Published:** 2024-11-28

**Authors:** Nan Li, Xin Gu, Ming Xin, Xinpu Wang

**Keywords:** *Beauveria bassiana*, *Sitona callosus*, RNA-Seq, metabolomics, immune response

## Abstract

In this study, we selected *Sitona callosus*, one of the primary insect pests of alfalfa, as the experimental insect and infected it with *Beauveria bassiana*. Transcriptomic and metabolomic analyses were conducted to explore alterations in gene expression and metabolic processes in *S. callosus* at 48, 96, and 144 h post infection with *B. bassiana*. The transcriptomic analysis unveiled that *B. bassiana* infection boosted immune responses in tubercula, affecting carbohydrate metabolism, cytochrome P450 activity, lysosome function, apoptosis regulation, phagosome formation, glutathione metabolism, amino acid metabolism, and pathogen response pathways. Subsequent metabolomics analysis confirmed that glycerophospholipids, carboxylic acids and derivatives, organooxygen compounds, keto acids and derivatives, and azane immune metabolites were significantly upregulated in response to *B. bassiana* infection. Additionally, we utilized the Pearson correlation coefficient method to examine the relationships between differentially expressed immune-related genes and metabolites, revealing notably strong correlations between these two sets of variables. By leveraging the WGCNA method to analyze immune metabolite data for immune-related genes, we identified hub genes crucial at various stages of immune activation. These central genes predominantly included C-type lectin receptors for pattern recognition, cytochrome P450 enzymes linked to detoxification processes, and cathepsin proteases. By combining transcriptome and metabolome analyses, it was determined that autophagy and arachidonic acid metabolism play significant roles in the response of *S. callosus* to infection by *B. bassiana*. This research will facilitate the understanding of the immune response to *B. bassiana* infection in adult *S. callosus*, laying a theoretical groundwork for future biological control strategies targeting *S. callosus*.

## Simple Summary

The legume pest *Sitona callosus* represents a significant threat to alfalfa cultivation. Due to its unique life cycle, *Beauveria bassiana* has emerged as an effective entomopathogenic fungus for controlling *S. callosus*. We performed a comprehensive analysis of the transcriptome and metabolome of *S. callosus* infected with *B. bassiana.* The differential expression of several antifungal genes, including heat shock proteins, cytochrome P450 (CYP450) enzymes, cathepsin proteases, and C-type lectins, was observed in *S. callosus*. A pathway analysis revealed significant associations between immune-related genes and metabolites involved in autophagy, the glucagon signaling pathway, and glycerophospholipid metabolism. These findings provide valuable insights that could enhance the efficacy of *B. bassiana* in controlling *S. callosus*.

## 1. Introduction

*Sitona callosus* (Coleoptera: Curculionidae: Bruchinae) is a significant pest on leguminous plants in numerous countries [1,2,3,4]. Both adult and larval root weevils inflict damage upon leguminous plants. During the early stages of plant emergence, adults feed on tender shoots, resulting in the degeneration of the growing point or the death of young shoots. In mature plants, adults consume leaves and severe infestations can lead to complete defoliation [5]. The larvae exclusively feed on the root nodules, leading to a reduction in their numbers. Consequently, nitrogen absorption is impeded and the wounds caused by larval biting become more susceptible to microbial invasion, resulting in root rot and subsequently hampering plant growth and development [6,7,8,9,10]. Research has demonstrated that during years with high weevil densities, root weevil larvae can destroy over 90% of nodules, leading to stunted growth or plant mortality due to nutrient deficiency [11]. Due to the unique life history of *S. callosus*, the larvae inhabit the rhizosphere soil of the plant, posing challenges for effective control measures. Therefore, it is crucial to consider soil pesticide residues and forage safety while ensuring optimal control efficacy. Consequently, addressing biocontrol strategies for managing *S. callosus* has emerged as a significant concern in agricultural production.

In recent years, the excessive use of chemical pesticides has progressively bolstered pest resistance, posing challenges for conventional chemical agents to achieve the desired control efficacy. Consequently, biological control has emerged as a pivotal approach in pest management. In particular, the utilization of entomopathogenic fungi plays a crucial role in reducing pest population density within integrated pest management (IPM) programs [12]. The development and application of a plethora of entomopathogenic fungi have been undertaken to mitigate reliance on chemical pesticides in pest management [13]. Entomopathogenic fungi naturally occur and are non-toxic and harmless, posing no risk to human or livestock health [14]. Instances of pest resistance to entomopathogens are infrequent [15]. *Beauveria bassiana* is a broad-spectrum EPF that induces white muscardine disease in insects such as whiteflies, aphids, Tasseloptera, Orthoptera, and Coleoptera [16]. *B. bassiana* exhibits significant potential as an entomopathogenic fungus for pest management purposes.

Transcriptomic applications in insects have emerged as a pivotal area of investigation for comprehending the genetic mechanisms and responses of insects to diverse stimuli. Transcriptome analysis enables researchers to explore the intricate patterns of gene expression and regulatory networks that govern insect physiology and behavior, facilitating a more sophisticated understanding in the field. Some researchers utilized RNA sequencing data to generate a de novo transcriptome assembly of *Trichoplusia ni* in response to infection by the baculovirus *Autographa californica* multiple nucleopolyhedrovirus. The differential gene expression analysis revealed the significant downregulation of host transcripts post infection, providing insights into the host–virus interaction dynamics [17]. In a comprehensive transcriptome analysis, key genes involved in various biological systems were identified in an olive fly study, highlighting the crucial role of chemical insecticides in controlling olive fly populations [18]. Furthermore, an investigation on mevalonate farnesyl biosynthesis in ticks revealed the conservation of enzyme regions and motifs within the biosynthetic pathway [19]. Transcriptome analysis has emerged as a potent tool for elucidating the intricate facets of insect biology and comprehending their interactions with the environment, pathogens, and compounds; however, it still exhibits certain limitations. In recent years, the advancement of sequencing technology has led to an increased integration of transcriptomics with proteomics and metabolomics, thereby complementing each other. The utilization of transcriptome–metabolome association in insects has garnered significant attention owing to its potential for comprehending insect resistance mechanisms and devising strategies for pest management. The transcriptome and metabolome of *Ostrinia furnacalis*, a significant maize pest, were compared to investigate the immune response upon UV-A exposure. The findings demonstrated substantial alterations in signal transduction, antioxidant defense mechanisms, and the insect immune system following ultraviolet irradiation. Moreover, the metabolism of amino acids, sugars, and lipids was also impacted [20]. These results elucidate the mechanism underlying insect adaptation to environmental stressors and provide valuable insights for studying insect immunity. In another study focusing on *Drosophila melanogaster*, researchers examined the effects of cold acclimation on both transcriptomic and metabolomic profiles. The analysis revealed major recombination in gene expression patterns and metabolic pathways during cold acclimation. Notably, the proline and glutathione metabolic pathways exhibited strong correlations with enhanced cold tolerance [21]. Transcriptional and metabolic analyses showed that the immune recognition and antimicrobial peptide gene of Thitarodes xiaojinensis upregulation were the most obvious in response to *Ophiocordyceps sinensis* infection [22].

In order to investigate the *Sitona callosus* gene information associated with the pattern recognition, signal transduction, regulation, and defense response in *Beauveria bassiana* infection, we employed a combination of transcriptomics and metabolomics to examine the impact of *B. bassiana* on gene expression and metabolic cycles of *S. callosus*. We identified possible immune pathways and screened key differentially expressed genes involved in immune responses. These findings will facilitate future biological control strategies for *S. callosus* in *Medicago sativa* (alfalfa), leading to improved yield and quality.

## 2. Materials and Methods

### 2.1. Strains and Insects

The *Beauveria bassiana* strain B1 used in this study was isolated from the cadaver of *Sitona cylindricollis*, a pest of alfalfa, and showed high virulence against the pest in preliminary tests [23]. The laboratory tests also revealed a high virulence of the pathogen towards *Sitona callosus*. The strain is maintained in the plant protection laboratory of Ningxia University. Experiments were conducted using a laboratory-reared population of *S. callosus*.

### 2.2. Spore Suspension and Preparation of S. callosus Samples

*Beauveria bassiana* was cultured on PDA medium for approximately 10 days. Petri dishes, after being inoculated with *B. bassiana*, were placed in light incubators (temperature: 28 °C, humidity: 80%, light-dark cycle: 16 L:8 D). Spores were harvested using a sterile loop and suspended in 500 mL of sterile water containing 0.01% Tween-80 to achieve spore concentrations of 10^4^, 10^5^, 10^6^, 10^7^, and 10^8^ spores/mL. *S. callosus* samples were prepared using a “dipping insect + dipping leaf” method. Healthy and uniform-sized adult *S. callosus* were carefully immersed in the spore suspension using sterile forceps, ensuring full contact with the suspension. After 10 s, the excess spore suspension was removed using absorbent paper. Fresh alfalfa leaves, wrapped with damp sterile cotton at the petiole to maintain freshness, were then dipped into the spore suspension for approximately 10 s and allowed to air dry. Throughout the sampling process, *S. callosus* were fed with alfalfa leaves treated using this method. For the control group, the insects were dipped in sterile distilled water containing Tween-80 for 10 s. Each treatment group consisted of 60 individuals, with 3 replicates. Three groups were established: T48, sampled 48 h post infection; T96, sampled 96 h post infection; and T144, sampled 144 h post infection. After collection, the samples were immediately frozen in liquid nitrogen and stored at −80 °C for subsequent transcriptomic and metabolomic analyses.

The potato dextrose agar (PDA) utilized in the aforementioned study was procured from Haibo Bio, Qingdao, China (item number HB0233-12). Its primary constituents consist of potato extract powder (12.0 g/L), glucose (20.0 g/L), and agar (14.0 g/L), with a pH of 5.6 ± 0.2. Preparation method: Weigh 46.0 g of the product and dissolve it in 1000 mL of distilled water. Autoclave the solution at 121 °C for a duration of 30 min, followed by setting it aside.

### 2.3. Experimental Method and Analysis Process of RNA Sequencing from S. callosus

Total RNA was extracted from *S. callosus* using a total RNA isolation kit. The mirVana™ miRNA isolation kit (Cat#. AM1561, Ambion, Austin, TX, USA) from Thermo Fisher Scientific was employed as the total RNA isolation kit in this study. The Illumina Novaseq 6000 sequencing platform was used. The Illumina Novaseq 6000 sequencing platform offers an output range of 80 to 6000 Gb, with the capability of generating between 650 million to 2 billion single-end reads per run. It supports a maximum read length of 2 × 250 bp and has a run time of approximately 13 to 44 h. Raw data (raw reads) in fastq format were first processed using Trimmomatic [24]. After removing adaptor and low-quality sequences, the clean reads were assembled into expressed sequence tag clusters (contigs) and de novo-assembled into transcripts using Trinity [25] (version: 2.4) with the paired-end method. The longest transcript was chosen as a unigene based on the similarity (≥80%) and length for subsequent analyses. After annotation, the software bowtie 2 [26] was used to obtain the number of reads aligned to the unigene in each sample, and the express [27] software was used to calculate the expression level of the unigene (FPKM [28]). Differentially expressed genes (DEGs) between different groups were identified using DESeq2 [29] software version 1.40.2 to calculate the fold of difference, and NB (negative binomial distribution test) was used to test the significance of difference; finally, the default filter conditions for DEGs was q < 0.05 and fold change >2 or fold change <0.5. A hierarchical cluster analysis of the DEGs was performed using R (v 3.2.0) to demonstrate the expression pattern of the unigenes in different groups and samples. GO enrichment and KEGG pathway enrichment analysis of the DEGs were performed, respectively, using R (v. 3.2.0) clusterprofile package [30] based on the hypergeometric distribution. R (v. 3.2.0) ggplot2 package [31] was used to draw the column diagram and bubble diagram of the significant enrichment term.

### 2.4. Widely Untargeted Metabolomics Analysis of S. callosus

Widely untargeted metabolomics analysis was performed to investigate changes in *S. callosus*-associated immune metabolite accumulation under different *Beauveria bassiana* infection times. The metabolite analysis of *S. callosus* infected with *B*. *bassiana* was performed by Shanghai Luming Biotechnology Co., Ltd. (Shanghai, China).

The sample was thawed on ice, and 20 mg was weighed into a 1.5 mL EP tube. Two small steel balls were added, followed by 400 μL methanol–water (*v*/*v* = 4:1, including a mixed internal standard at 4 μg/mL). After pre-cooling at −40 °C for 2 min, the sample was ground in a grinder (60 Hz, 2 min). Ultrasonic extraction was performed in an ice water bath for 10 min, and the sample was left overnight at −40 °C. Following this, the sample was centrifuged for 10 min (12,000 rpm, 4 °C). A 150 μL aliquot of the supernatant was extracted with a syringe, filtered through a 0.22 μm organic phase filter, transferred to an LC sample vial, and stored at −80 °C until LC-MS analysis.

A quality control (QC) sample was prepared by mixing equal volumes of the extracts from all samples. LC-MS chromatography was performed using an LMS system consisting of a Waters ACQUITY UPLC I-Class Plus/Thermo QE ultra-high-performance liquid chromatography–tandem high-resolution mass spectrometer.

The ACQUITY UPLC HSS T3 column (100 mm × 2.1 mm, 1.8 µm; waters) was used for reverse-phase separation, with the column temperature maintained at 45 °C. The mobile phases were as follows: A-water (0.1% formic acid) and B-acetonitrile (0.1% formic acid). The injection volume for each sample was 5 μL, and the flow rate was set to 0.35 mL/min. The gradient elution conditions were as follows: 5% solvent B (0–2.0 min); 5%-100% solvent B (2.0–14.0 min); 100% solvent B (14.0–15.0 min); 100%-5% solvent B (15.0–15.1 min); 5% solvent B (15.1–16.0 min). The original data were then baseline-filtered, peaks identified, integrations performed, retention times corrected, peak alignment conducted, and normalization applied using the metabolomics processing software Progenesis QI v3.0 (Newcastle, UK). A multivariate statistical analysis was initially performed using unsupervised principal component analysis (PCA) to observe the overall distribution among the samples and assess the stability of the analysis process. Subsequently, supervised partial least squares discriminant analysis (PLS-DA) and orthogonal partial least squares discriminant analysis (OPLS-DA) were applied to identify differences in the metabolic profiles between groups and pinpoint differential metabolites. Multidimensional and unidimensional analyses were employed to screen for differential metabolites between groups. We assessed the systematic stability of the PCA results. In the PCA model diagram generated through 7-fold cross-validation (comprising 7 cycles of cross-validation), the QC samples were found to be closely clustered together. This observation indicates that the experiment demonstrates good stability and repeatability. In the OPLS-DA and PLS-DA analyses, the variable importance in projection (VIP) score was used to assess the influence and interpretative capacity of metabolite expression patterns in the classification and differentiation of samples. This approach helped identify differential metabolites with biological significance. A T-test was further applied to verify the statistical significance of the differences in the metabolites between groups. Metabolites with a fold change ≥ 2 or ≤ 0.5 and a VIP ≥ 1 were considered to be differential metabolites (DAM). In differential metabolomics, the VIP value (Variable Importance in Projection) is a metric used to evaluate the correlation between a metabolite and sample classification. A higher VIP value indicates a greater contribution of the metabolite to the classification of the samples. The VIP value is calculated using a partial least squares regression model, taking into account both the model’s prediction error and the importance of the variables. Typically, in differential metabolomics, metabolites with VIP values greater than 1 are considered significantly different, allowing for further analysis of their biological significance and potential mechanisms of action.

### 2.5. Real-Time Fluorescence Quantitative PCR Detection

After total RNA extraction, the RNA concentration and OD260/OD280 ratio were determined using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The integrity of the RNA was assessed using agarose gel electrophoresis. The RNA was then reverse-transcribed into complementary DNA (cDNA) using the TransScript All-in-one first-strand cDNA synthesis super MIX for qPCR kit.

Six differentially expressed genes, including C-type lectin 37Db-like (TRINITY_DN19747_c0_g4_i1_1), PGRP (TRINITY_DN29537_c0_g1_i2_1), perlucin-like (TRINITY_DN15347_c0_g1_i2_1), GNBP3 (TRINITY_DN31229_c0_g1_i12_3), SCARB1 (TRINITY_DN31299_c1_g3_i2_1), NOX5 (TRINITY_DN31950_c1_g1_i1_4) were detected using fluorescence quantitative PCR. 

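ATG7 (TRINITY_DN30481_c0_g1_i6_4), an enzyme that activates proteins for the building of autophagosomes, was level across the groups. It was at 8.91 ± 0.25 FPKM (SD, n = 3) in the control, and at 9.77 ± 0.129, 9.78 ± 0.295 and 8.41 ± 0.187 at 48 h, 96 h and 144 h. The log2 fold changes were 0.13, 0.13 and -0.08 (standard errors 0.09, 0.09 and 0.09).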

The ATG7 (TRINITY_DN30481_c0_g1_i6_4), which exhibited stable expression throughout the infection, was selected as the internal reference gene.

The gene expression levels were calculated using the 2^−∆∆Ct^ method [32]. Details regarding the DEGs, internal reference genes, and primers used for validation can be found in the Supplementary Materials.

### 2.6. Statistical Analysis

The experimental data were organized using Microsoft Excel 2016. The mortality rates obtained from the indoor bioassay were corrected using Abbott’s formula [33]. The mortality rates of *S. callosus* treated with varying concentrations of spore suspensions were plotted based on the average mortality rates and standard errors obtained from the treatments, utilizing Origin 2024b.

## 3. Results and Analysis

### 3.1. Changes in S. callosus Infected with B. bassiana

The mortality of adult *S. callosus* varied with different concentrations of the spore suspension (Figure 1). However, starting from the sixth day post infection, there was a sharp increase in mortality. To gain deeper insights into the genetic and metabolic changes occurring in infected adult *S. callosus*, we selected adult *S. callosus* treated with a lower concentration of spore suspension for 48 h, 96 h, and 144 h as experimental subjects.

### 3.2. Transcriptome Data Quality Control and Analysis

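Adults of Sitona callosus, a weevil that feeds on alfalfa, were infected with Beauveria bassiana, an entomopathogenic fungus, and RNA was sequenced from 4 groups of 3 libraries each. The groups were an uninfected control (ck) and insects sampled 48 h (T48), 96 h (T96) and 144 h (T144) after infection. The paper states that insects and leaves were dipped in the spore suspension, that the control was dipped in sterile water with Tween-80, and that each treatment had 3 replicates. The treatment label of the 3 deposited control samples also reads infected, and they are taken as the control from their titles, their time label and the paper. The time at which the control was sampled is not given in the sources used here. The 12 libraries held 47.93 to 49.15 M clean reads in Table S1, with group medians of 48.57 M for the control, 48.46 M at 48 h, 47.99 M at 96 h and 48.67 M at 144 h.
The values used here are the authors' FPKM per unigene and library, that is, fragments per kilobase of assembled transcript scaled to library size. The authors trimmed the reads, assembled them into unigenes without a reference genome and estimated FPKM against that assembly. The deposited values carry no read counts, so the depth behind a single value is unknown, and a test on counts was not run. FPKM was converted to log2(FPKM + 0.5), on which scale all fold changes are given, and this understates the changes of unigenes with low values. Unigenes with an FPKM of at least 0.5 in 3 or more libraries were tested with limma with a mean-variance trend over all 12 libraries. A unigene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds the paper states. Gene lists were tested with limma's camera at a preset correlation of 0.01 between members, and again with an estimated correlation. The paper describes the 3 libraries of each infected time as 3 groups of infected insects, and the p-values measure the spread between libraries. This spread is 1 estimate per unigene over all 4 groups, so it understates that of a group that varies more, as 96 h did. Standard errors are those of the limma fit, and n = 3 libraries in every group.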

High-throughput sequencing was employed to conduct a transcriptome-level analysis of 12 samples from four groups of *S. callosus*. The transcriptome data for the 12 samples are presented in Table S1. A total of 83.58 Gb of clean data were obtained, with effective data volumes ranging from 6.86 to 7.06 Gb per sample and Q30 base ranging from 96.76% to 97.21%. The average GC content of all samples was 39.31%, indicating high accuracy. The obtained clean reads were aligned to Unigene, with alignment rates ranging from 90.19% to 90.82%. Trinity [25] software was used for assembly, and the results are shown in Table S2, In total, 57,302 unigenes were obtained, with an average N50 length of 1238. 

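The deposited table held FPKM for 57295 unigenes. Summed FPKM per library ran from 1015632 to 1087720, with group medians of 1033120 in the control, 1040236 at 48 h, 1055483 at 96 h and 1020210 at 144 h. Between 51779 and 53352 unigenes per library reached an FPKM of 0.5, and the 10 highest unigenes took 7.10% to 8.24% of the summed FPKM. After the filter on low values, 56912 unigenes were tested. Replicates differed least for highly expressed unigenes. Above 300 FPKM the median coefficient of variation was 1.59% in the control, 2.28% at 48 h, 8.77% at 96 h and 1.46% at 144 h, against 37.5% to 41.8% between 0.5 and 2 FPKM.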

There were 36,324 unigenes with lengths greater than or equal to 500 bp and 16,722 unigenes with lengths greater than or equal to 1000 bp. The longest unigene was 24,615 bp, the shortest was 301 bp, and the average length of the unigenes was 942.61 bp. These results show the accuracy of the transcriptome data and support further analysis.

To assess the repeatability of the transcriptome data for *S. callosus*, PCA and cluster analysis were performed on the 12 samples (Figure 2). 

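On the log2 scale over all tested unigenes, the first principal component held 27.3% of the variance, the second 15.1% and the third 14.3%. On the first component the control libraries lay at −103.5 to −102.0, those of 48 h at 6.9 to 8.9, those of 96 h at 3.9 to 17.3 and those of 144 h at 79.8 to 84.2. The ranges of 48 h and 96 h overlapped there. They were apart on the third component, with −60.3 to −52.3 at 48 h and 69.7 to 84.0 at 96 h. On the second component the 144 h libraries lay at −60.0 to −54.7 and those of 48 h at 55.0 to 65.6.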

In Figure 2a, groups T48-1, T48-2, and T48-3 are clustered together; groups T96-1, T96-2, and T96-3 are clustered together; and groups T144-1, T144-2, and T144-3 are clustered together. T48-1, T48-2, and T48-3 represent the three groups of *S. callosus* infected with *B. bassiana* for 48 h, T96-1, T96-2, and T96-3 represent the three groups infected for 96 h, and T144-1, T144-2, and T144-3 represent the three groups infected for 144 h. In Figure 2b, the samples from the three groups are clustered. Both the principal component analysis and cluster analysis results indicate the good repeatability of the samples for further analysis.

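Each of the 12 libraries correlated best with a library of its own group. Pearson's r across unigenes was 0.939 to 0.952 within groups (median 0.948, 12 pairs) and 0.877 to 0.921 between groups (median 0.908, 54 pairs). Unigenes are not independent replicates, so these correlations describe the libraries and carry no p-value.
A trace of mammalian RNA split the libraries in another way. The 4 unigenes that match mitochondrial genes of sheep and cattle summed to 25.3, 54.8 and 39.6 FPKM in the control replicates 1, 2 and 3 and to 45.4, 15.0 and 0 in those of 48 h. They summed to 0.0794 on average at 96 h and 0.0595 at 144 h. This set was chosen after seeing the data. At 48 h, replicate 3 lacks the trace, and its median absolute log2 ratio to replicates 1 and 2 was 0.126, where these lay 0.128 from each other. Its ratio to the control was 0.333, against 0.332 for replicates 1 and 2. At 96 h and 144 h the sums were near 0 in every library, so only the control and 48 h can be compared among libraries that carry the trace. At 96 h and 144 h, a batch that follows the trace and the infection time cannot be told apart.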

### 3.3. Gene Function

The assembled unigenes were annotated in various databases (Table S3). 

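Of the 57295 unigenes in the deposited table, 23625 (41.23%) carried an NR description, 14908 (26.02%) a Swiss-Prot entry and 7142 (12.47%) a KEGG entry. A further 13665 (23.85%) had a KOG entry, 19407 (33.87%) an eggNOG entry, 13832 (24.14%) a GO term and 15988 (27.9%) a Pfam domain. The names used here are those of the best match in another species, and no gene model of S. callosus lies behind them. Among the tested unigenes, 20669 had their best NR hit in a beetle, 347 in a mammal and 2385 in another organism, and 33511 had no NR hit. The unigenes with a beetle hit held 56.4% of the summed FPKM in the control, 59.5% at 48 h, 57.9% at 96 h and 59.0% at 144 h.
The lists of other organisms held 6 unigenes with hits to insect endosymbionts and other bacteria, 42 to protists and 42 to nematodes and parasitoid wasps. Their matches to B. bassiana and other fungi, to plants and to viruses numbered 0 by NR hit. As first written, the patterns for fungi and plants matched 48 and 8833 unigenes, and they were corrected after the data were seen. By protein domain, in sets also chosen after seeing the data, 23 unigenes carried fungal domains and 15 domains of RNA viruses. A count of 0 by NR hit therefore does not show that such RNA was absent.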

A total of 23,626 genes (41.23%) were annotated to the NR database, 14,908 genes (26.02%) to the Swiss-Prot database, 7144 genes (12.47%) to the KEGG database, 13,665 genes (23.85%) to the KOG database, 19,408 genes (33.87%) to the eggNOG database, 13,832 genes (24.14%) to the GO database, and 15,991 genes (27.91%) to the Pfam database.

### 3.4. Differential Gene Expression Analysis

The differential genes of four groups of *S. callosus* were analyzed. The read counts among the different groups of data were standardized among all 57,302 unigene samples. DEGseq was used to analyze differentially expressed genes among the four groups of samples. When the q-value < 0.05 and |log2FC| > 1.0, we considered that this gene was significantly different among the groups in order to select less differentially expressed genes. Compared with the control (ck), the differentially expressed genes of the T48, T96, and T144 groups contained 4188, 3387, and 9045 unigenes, respectively.

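Of 56912 unigenes tested with limma, 4385 (7.71%) were called at 48 h, 4006 (7.04%) at 96 h and 7519 (13.2%) at 144 h against the control. The median absolute log2 fold change of the called unigenes was 1.35, 1.41 and 1.37 in the same order. Of the unigenes with a best hit in an organism other than beetles and mammals, 11.5% were called at 48 h, 18.6% at 96 h and 21.3% at 144 h. The shares were 6.30%, 4.87% and 11.8% for those with a beetle hit and 2.59%, 4.32% and 4.04% for those with a mammal hit, and the differences between these shares were not tested.
Without a limit on the fold change, 12962 unigenes passed the adjusted p at 48 h, 11160 at 96 h and 18246 at 144 h. In 41.2%, 35.7% and 47.8% of the tested unigenes, all 3 infected libraries lay on one side of all 3 control libraries, where chance gives 10%.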

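The unigenes named here at 48 h were picked among those with a described protein, at least 5 FPKM in the higher group and no overlap between the libraries of the 2 groups. A tetranectin-like protein (TRINITY_DN22704_c0_g1_i2_4), which has a C-type lectin domain that binds carbohydrates, rose from 45.7 ± 2.67 FPKM (SD, n = 3) to 309 ± 7.21, a log2 fold change of 2.75 (standard error 0.08, adjusted p = 7.45e-09 from limma). A venom serine carboxypeptidase-like gene (TRINITY_DN30346_c0_g2_i12_2), a peptidase that trims amino acids from protein ends, rose by 2.74 on the log2 scale (standard error 0.05). A sphingomyelin phosphodiesterase (TRINITY_DN18967_c0_g1_i2_2), which splits the membrane lipid sphingomyelin, rose by 3.80 (standard error 0.16) from 0.385 ± 0.0605 FPKM to 11.8 ± 0.158. Among the falls, a heat shock protein 68-like chaperone (TRINITY_DN32591_c4_g5_i2_3) went from 102 ± 16.5 to 4.58 ± 1.99 FPKM, a log2 fold change of -4.38 (standard error 0.28, adjusted p = 1.35e-06 from limma).
Altogether 2315 unigenes were higher and 2070 lower at 48 h than in the control, and 310 and 284 of them by over 4-fold. Of those with a beetle hit, 854 were higher and 448 lower. Of those with a hit in an organism other than beetles and mammals, 137 were higher and 138 lower, and of those with no NR hit 1317 were higher and 1482 lower. With median-of-ratios scaling, the higher share was 63.7% (2757 higher, 1574 lower) in place of 52.8%. With the libraries that carry the sheep and cattle mitochondrial trace alone, that is, without 48 h replicate 3, 2060 were higher and 1948 lower. Taking 48 h replicate 3 as the only 48 h library, an alternative chosen after seeing the data, 1491 were higher and 1438 lower.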

According to the comparison of the differential gene expression between the treatment group and the control group, as shown in Figure 3 (blue represents downregulation, red represents upregulation), 2674 genes were upregulated and 1514 genes were downregulated at 48 h of infection (T48) compared with ck. 

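The unigenes named at 96 h include a gene of antimicrobial defence that rose. An antimicrobial peptide (TRINITY_DN2987_c0_g1_i1_1), a small protein that damages microbial membranes, was at 176 ± 25.5 FPKM (SD, n = 3) against 12.6 ± 2.45 in the control, a log2 fold change of 3.76 (standard error 0.13, adjusted p = 1.38e-08 from limma). A facilitated trehalose transporter Tret1 (TRINITY_DN16353_c0_g1_i1_4), which moves trehalose, the blood sugar of insects, across membranes, rose by 2.25 on the log2 scale (standard error 0.09). An endocuticle structural glycoprotein (TRINITY_DN19064_c0_g2_i1_1), a building part of the inner cuticle, went from 226 ± 1.48 to 33.7 ± 4.63 FPKM, a log2 fold change of -2.74 (standard error 0.08, adjusted p = 6.64e-09 from limma). From 48 h to 96 h it fell by 2.06 (standard error 0.08).
Here 2270 unigenes were higher and 1736 lower than in the control, 410 and 272 of them by over 4-fold. Of those with a beetle hit, 564 were higher and 442 lower. Unigenes with a hit in an organism other than beetles and mammals counted 191 higher and 252 lower, and those with no NR hit 1508 higher and 1034 lower.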

At 96 h (T96), 2046 genes were upregulated and 1341 genes were downregulated compared with ck. Compared with ck, 5213 genes were upregulated and 3832 genes were downregulated at 144 h (T144). It can be concluded that the upregulated expression of genes in *S. callosus* became more active with the change in infection time. This may be related to the activation of the immune response and the enhancement of the overall metabolic level.

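Among the unigenes named at 144 h are genes of egg production and cell division that fell. The yolk protein vitellogenin (TRINITY_DN14085_c0_g1_i2_3) went from 6808 ± 31.6 FPKM (SD, n = 3) to 485 ± 7.09, a log2 fold change of -3.81 (standard error 0.02, adjusted p = 7.53e-15 from limma). Cyclin-A (TRINITY_DN22054_c0_g1_i1_3), which drives cells through S phase and into mitosis, fell by 2.76 on the log2 scale (standard error 0.05), from 89 ± 1.46 to 12.8 ± 0.39 FPKM. A fatty acyl-CoA reductase (TRINITY_DN29135_c0_g1_i3_1), which makes fatty alcohols for waxes, had a log2 fold change of -3.08 (standard error 0.08). Among the rises, an odorant receptor 49b-like gene (TRINITY_DN9859_c0_g1_i1_2) gained 3.25 (standard error 0.20) and a carbonic anhydrase 6-like gene (TRINITY_DN24968_c0_g1_i5_4), of an enzyme family that hydrates carbon dioxide, 2.84 (standard error 0.09).
In all, 3594 unigenes were higher and 3925 lower at 144 h, 518 and 582 of them by over 4-fold. With a beetle hit, 1253 were higher and 1189 lower. With a hit in an organism other than beetles and mammals, 151 were higher and 358 lower, and with no NR hit 2185 were higher and 2369 lower. With median-of-ratios scaling, 58.0% of the calls were higher (4300 higher, 3112 lower), against 47.8% without it.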

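Gene lists of digestion, detoxification, defence, chaperones and reproduction were among those whose mean levels differed from the control. Plant cell wall degrading enzymes, gut proteases, cathepsins, carboxylesterases, antimicrobial peptides and C-type lectins had mean levels above the control at all 3 times. Members of the phenoloxidase cascade, scavenger receptors, small heat shock proteins, DNA replication and cell cycle genes and yolk and eggshell genes had mean levels below it.
Of 41 gene lists, camera called 27 at 48 h (19 up, 8 down), 28 at 96 h (16 up, 12 down) and 26 at 144 h (15 up, 11 down). With an estimated correlation, camera called 6, 0 and 0 lists (13, 12 and 12 at an unadjusted p under 0.05), so most list calls rest on the preset correlation. Limma's fry, which tests whether the members of a list move on balance one way without comparing them with other genes, called 32, 31 and 36. Calls over single unigenes numbered 682 higher at all 3 times and 532 lower at all 3 times. Independent lists of these sizes would share 5.83 and 4.36. Unchanged groups simulated against the same control libraries shared 0, but they made only 0.15 calls on average over the 3 comparisons, too few to measure sharing.
Successive times were also compared directly. From 48 h to 96 h, 1186 unigenes rose and 866 fell, and from 96 h to 144 h 1141 rose and 1757 fell. Of the lists, 12 were called from 48 h to 96 h (2 up, 10 down) and 14 from 96 h to 144 h (8 up, 6 down), with 4 and 2 calls with an estimated correlation. From the larger number of upregulated genes at the last time, the paper concludes that upregulation became more active as the infection went on, and it proposes a relation to immune activation and a higher metabolic level.

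**Figure D1:**
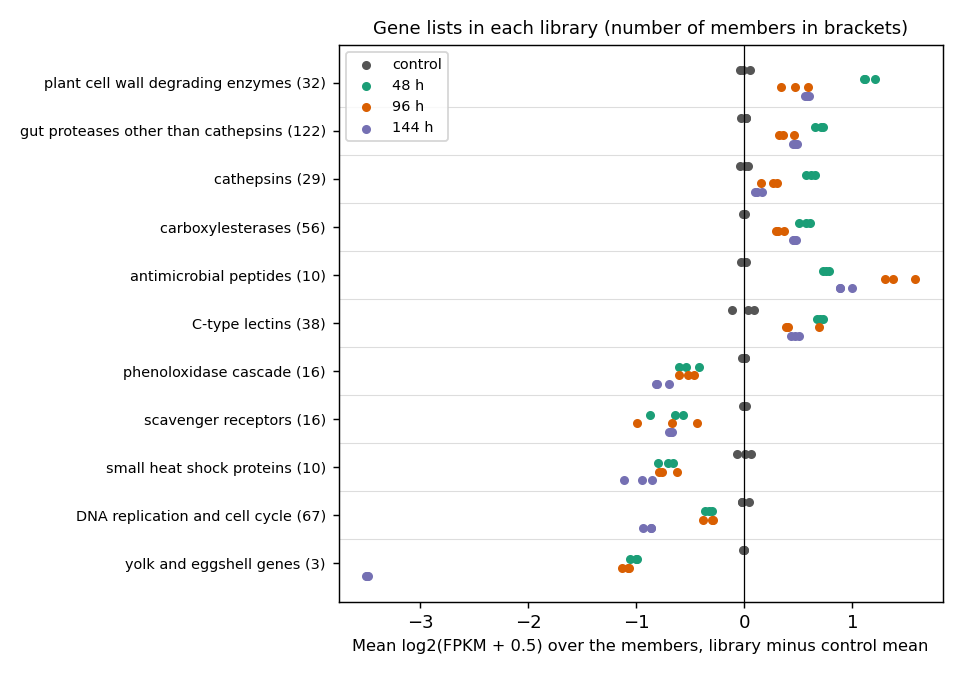
Mean log2(FPKM + 0.5) over the members of 11 gene lists in each library, as the difference from the control mean, with 1 point per library and colours for the control, 48 h, 96 h and 144 h. Plant cell wall degrading enzymes have a mean of 1.15 at 48 h, antimicrobial peptides 1.42 at 96 h and yolk and eggshell genes −3.49 at 144 h.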

### 3.5. Enrichment Analysis of Differentially Expressed Genes: GO and KEGG

We performed GO enrichment analysis on related DEGs and conducted GO functional annotation analysis on differentially expressed genes, classifying them into three ontologies: biological processes, cellular components, and molecular functions.

To elucidate the physiological regulation of differentially expressed genes in the pathophysiological processes following infection, and to further understand the biological processes of these genes, we conducted Gene Ontology (GO) functional enrichment analysis. The top 30 GO enrichment functions of down-regulated and up-regulated genes are presented in Figure 4a–c. 

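Unigenes that were higher after infection were concentrated in digestion. At 48 h, 52 of the 119 tested unigenes annotated with digestion were higher, against 4.77 expected by chance (adjusted p = 1.71e-37, Fisher's exact test, one-sided). At 96 h there were 19 (2.87e-06) and at 144 h 34 (1.38e-14). Of 181 unigenes of carbohydrate metabolic process, 59 were higher at 48 h (7.26 expected, adjusted p = 1.38e-34), 22 at 96 h and 34 at 144 h. Polygalacturonases, which cut the pectin of plant cell walls, made up a small and densely called group, with 21 of 29 higher at 48 h (adjusted p = 9.90e-21). An endo-polygalacturonase (TRINITY_DN30010_c0_g1_i7_3) rose from 20.7 ± 1.45 FPKM (SD, n = 3) to 90.1 ± 2.53 at 48 h, a log2 fold change of 2.10 (standard error 0.06). Serine-type carboxypeptidases, digestive peptidases in insects, had 18 of 26 members higher at 48 h (adjusted p = 3.86e-17). Of 200 serine-type endopeptidases, 18 were higher at 96 h (5.89 expected, adjusted p = 0.0159) and 31 at 144 h (9.25 expected, adjusted p = 3.41e-06).
The extracellular region held 114 higher unigenes of 803 at 48 h (32.2 expected), 60 at 96 h (23.7 expected) and 85 at 144 h (37.1 expected). Unigenes annotated as structural constituent of ribosome were higher in 59 of 372 cases at 48 h (14.9 expected, adjusted p = 3.58e-17). Few of these have a beetle hit, and that split is given with the ribosome pathway. The background was the tested unigenes with a GO term, and 4830 terms with at least 5 members were tested. Of these, 46 were enriched among the higher unigenes at 48 h, 12 at 96 h and 34 at 144 h. With calls at any fold change these counts were 86, 68 and 60. At 96 h the count was 5 against a background of all tested unigenes, 23 with at least 10 members per term, 25 with beetle hits alone, and 21 or 24 without 96 h replicate 1 or 3. At 144 h it was 21 against that background and 22 without 144 h replicate 1.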

During the infection, up-regulated differentially expressed genes (DEGs) are involved in carbohydrate metabolic processes, extracellular regions, multicellular organism development, and structural constituents of carbohydrates, as well as ribosomal enrichment and serine-type endopeptidase activity. Conversely, down-regulated DEGs are primarily concentrated in extracellular regions and spaces, protein refolding, heme binding, iron ion binding, unfolded protein binding, and multicellular organism development. 

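Chaperones stood out among the lower unigenes. Protein refolding had 13 of 51 members lower at 48 h (1.20 expected, adjusted p = 2.79e-07, Fisher's exact test) and 16 at 96 h (1.51 expected, 2.21e-09). Unfolded protein binding had 18 of 140 lower at 48 h (adjusted p = 4.75e-06) and 22 at 96 h (1.59e-07). A heat shock 70 kDa protein A1-like gene (TRINITY_DN28002_c0_g1_i1_1), a chaperone that refolds damaged proteins, was at 142 ± 1.4 FPKM (SD, n = 3) in the control and at 9.29 ± 0.163, 16.4 ± 1.4 and 11.2 ± 0.488 at 48 h, 96 h and 144 h. Its log2 fold changes were -3.87, -3.08 and -3.62 (standard error 0.07).
Of 40 heat shock 70 proteins, 4 were higher and 10 lower at 48 h, 4 higher and 12 lower at 96 h (4 and 13 adjusted over the list alone) and 5 higher and 13 lower at 144 h. Camera called the list down at 96 h only (adjusted p = 0.00541; adjusted p = 0.0955 with an estimated correlation), and the median at 48 h was 0.09 where the mean was −0.50. The 28 with a beetle hit had 4 higher and 7 lower at 48 h, 2 and 7 at 96 h, and 5 and 7 at 144 h. Camera called these 28 down at 96 h (adjusted p = 0.048; adjusted p = 0.242 with an estimated correlation). Of 10 small heat shock proteins, which hold unfolded proteins in solution, 4, 4 and 5 were lower and 1, 0 and 1 higher. Camera called them down at all 3 times, with adjusted p = 0.00529, 0.000841 and 0.00857, and adjusted p = 0.22, 0.209 and 0.286 with an estimated correlation. A small heat shock protein (TRINITY_DN28670_c0_g1_i14_2) had log2 fold changes of -2.29, -2.16 and -2.36. Counts for this list were the same adjusted over the list alone.
Constituents of the extracellular matrix had 15 of 59 members lower at 48 h (1.39 expected, adjusted p = 2.09e-08). Heme binding had 15 of 222 members lower at 48 h (adjusted p = 0.0271), 18 at 96 h (0.0234) and 35 at 144 h (0.00098), and 25 were higher at 48 h (0.000539). Iron ion binding had 34 of 215 lower at 144 h (0.0011). Ferritin (TRINITY_DN27108_c0_g2_i6_1), which stores iron, went from 4088 ± 56.4 to 1903 ± 147 FPKM at 96 h, a log2 fold change of -1.11 (standard error 0.05). Altogether 52 GO terms were enriched among the lower unigenes at 48 h, 34 at 96 h and 141 at 144 h. These counts depend on the choices made: against a background of all tested unigenes they were 18, 30 and 150, with calls at any fold change 224, 104 and 268, and with beetle hits alone 32, 28 and 121. Leaving out 96 h replicate 3 gave 78 at 96 h, and leaving out control replicate 1 or 3 gave 63 or 91 at 144 h. At 144 h spindle organization led, with 19 of 31 lower (2.22 expected, adjusted p = 4.54e-11), followed by DNA replication with 24 of 73 (5.23 expected, 1.24e-07). Translation had 37 of 323 lower at 96 h (9.54 expected) and 58 at 144 h (23.2 expected). Of the 76 cytosolic ribosomal proteins with a beetle hit, 1 and 2 were lower at these times.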

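Genes of sugar metabolism leaned up after infection and genes of fatty acid synthesis leaned down. Of 101 genes of trehalose, glycogen and sugar metabolism, 12 were higher and 7 lower at 48 h, 9 higher and 2 lower at 96 h, and 17 higher and 11 lower at 144 h. Adjusted over the list alone, the counts were 14 and 7, 9 and 3, and 17 and 11. Camera called this list up at each time (adjusted p = 0.00529, 0.00601 and 0.00906; adjusted p = 0.212, 0.23 and 0.286 with an estimated correlation). One Tret1 trehalose transporter (TRINITY_DN13675_c0_g1_i1_3) went the other way, with log2 fold changes of -2.11, -1.17 and -1.47.
Of 84 genes of fatty acid synthesis, 18, 15 and 19 were lower and 3, 4 and 2 higher at 48 h, 96 h and 144 h (lower in 19, 17 and 20 adjusted over the list alone). Camera called them down, with adjusted p = 3.62e-07, 1.14e-09 and 3.89e-06, and adjusted p = 0.146, 0.0955 and 0.202 with an estimated correlation. A fatty acid synthase (TRINITY_DN32533_c3_g1_i2_2), the enzyme that builds palmitate, was at 150.1 ± 2.78 FPKM (SD, n = 3) in the control and 28 ± 0.961 at 144 h, a log2 fold change of -2.40 (standard error 0.16). Wax biosynthesis had 9 of 30 unigenes lower at 48 h (0.707 expected, adjusted p = 9.94e-06, Fisher's exact test).
Genes of oxidative phosphorylation numbered 96, of which 3 were higher and 1 lower at 48 h, 1 higher and 11 lower at 96 h, and 5 higher and 14 lower at 144 h (1 and 12 at 96 h adjusted over the list alone). The camera test called them up at each time (adjusted p = 2.40e-09, 9.44e-06 and 0.000184; adjusted p = 0.146, 0.219 and 0.286 with an estimated correlation), while the mean at 144 h was −0.02 and the median 0.33. Among the 42 members with a beetle hit, 3, 0 and 5 were higher and 0 lower at any time, and their mean at 144 h was 0.43.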

Infected *S. callosus* appear to exhibit increased metabolic activity, particularly concerning the regulation of cell growth, metabolism, and signaling activities.

Gene expression is a complex process involving the coordinated regulation of multiple genes to control specific functions in insects. Three treatment groups (T48 vs. cK, T96 vs. cK, and T144 vs. cK) exhibited enrichment in 270, 257, and 314 metabolic pathways, respectively. Significantly enriched pathways were identified based on a threshold of *p* < 0.05, with the top 20 pathways ranked in bubble figure.

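Among 331 KEGG pathways with at least 5 members, 17 were enriched in higher unigenes and 12 in lower ones at 48 h, 3 and 8 at 96 h, and 17 and 13 at 144 h. Against a background of all tested unigenes, 0 were enriched in higher ones at 96 h, and 7 in higher and 20 in lower ones at 144 h. For calls at any fold change, 57, 47 and 62 were enriched in higher unigenes, and 23 and 24 in lower ones at 96 h and 144 h. At 96 h the 3 became 1 without control replicate 2 or 96 h replicate 3 and 5 without control replicate 3, and the 8 became 5 without control replicate 1 or 96 h replicate 3. Structural and developmental genes moved in both directions. Of 36 cuticle proteins, 4 were higher and 0 lower at 48 h, 4 and 3 at 96 h and 9 and 3 at 144 h (4 and 1 at 48 h adjusted over the list alone). Camera called this list up (adjusted p = 0.0194, 0.0428 and 0.00906; adjusted p = 0.212, 0.256 and 0.226 with an estimated correlation). The call at 48 h was lost without control replicate 1 (0.0525), and the call at 96 h without control replicate 1 (0.103), 96 h replicate 1 (0.0858) or 96 h replicate 2 (0.103). A filter at 1 FPKM (0.078), median-of-ratios scaling (0.0561) and quantile normalization (0.0741) also ended the call at 96 h. Genes of chitin synthesis and turnover numbered 29, with 2 higher and 0 lower at 48 h (camera adjusted p = 0.00297; adjusted p = 0.146 with an estimated correlation), 2 and 3 at 96 h and 1 and 0 at 144 h. Of 33 genes of juvenile hormone and ecdysone, the hormones of moulting and reproduction, 4, 3 and 5 were higher and 1, 2 and 5 lower, and camera called none of the 3 times (adjusted p = 0.554, 0.579 and 0.904). Ecdysone 20-monooxygenase (TRINITY_DN31846_c2_g2_i3_4), which makes the active moulting hormone, fell by 2.33 on the log2 scale at 144 h (standard error 0.21, adjusted p = 1.11e-05 from limma).
The 51 collagens and basement membrane genes had 10 lower at each time and 0, 0 and 1 higher (11 lower at 48 h adjusted over the list alone). Camera called them down (adjusted p = 0.000208, 1.55e-05 and 0.0383; adjusted p = 0.222, 0.21 and 0.498 with an estimated correlation). For 144 h this was lost without control replicate 2 (0.0524) or 144 h replicate 1 (0.0555). A pseudocount of 0.1 (0.07), no filter on low values (0.06) and a block for the replicate number (0.0546) ended the call at 144 h as well. For stress, the 20 genes of the unfolded protein response of the endoplasmic reticulum had 1 higher at 48 h, and 2 and 4 lower at 96 h and 144 h, with no camera call (adjusted p = 0.201, 0.219 and 0.6). The 16 with a beetle hit had 0 lower, and camera called them up at all 3 times (adjusted p = 0.0462, 0.0299 and 0.0368; adjusted p = 0.264, 0.242 and 0.28 with an estimated correlation), with means of 0.15, 0.11 and 0.13.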

KEGG enrichment analysis indicated that most differentially expressed genes (DEGs) were primarily concentrated in biological pathways closely associated with insect development and stress resistance (Figure 4d–f). Specifically, the most abundant pathways of DEGs included antigen processing and presentation, lysosomal function, endoplasmic reticulum protein processing, and ribosomal activity. In addition to these pathways, processes related to pancreatic secretion and cytochrome P450 enzymes were also noted. 

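At 48 h, the higher unigenes of antigen processing and presentation were proteases of the lysosome and chaperones. Of 133 members, 30 were higher (6.08 expected, adjusted p = 1.47e-11, Fisher's exact test), among them 12 cathepsin L, 8 cathepsin B and 6 heat shock 70 kDa proteins. All 30 have a beetle hit. In the same pathway 14 were higher and 16 lower at 96 h (adjusted p = 0.0135 and 0.00249), and 17 higher and 24 lower at 144 h (0.00408 and 0.0092). Heat shock 70 kDa proteins made up 8 of the 10 lower members at 48 h, 9 at 96 h and 10 at 144 h. In the lysosome, where cathepsins break down proteins, 39 of 283 members were higher at 48 h (12.9 expected, adjusted p = 2.89e-08), and 29 at 144 h (adjusted p = 0.00171). These KEGG genes within pathways were singled out after their values were seen.
Protein processing in the endoplasmic reticulum had 19 of 228 members lower at 48 h (5.87 expected, adjusted p = 0.000304), 26 at 96 h (7.35e-05) and 38 at 144 h (0.00156). At 48 h these included 8 heat shock 70 kDa proteins and 4 alpha-crystallins. With beetle hits alone, 12 of 185, 11 and 18 were lower, and at 144 h the adjusted p was 0.506.
Ribosomal proteins, the structural parts of the ribosome, were split by the organism of their best hit. In the ribosome pathway 63 of 358 unigenes were higher at 48 h (16.4 expected, adjusted p = 4.08e-19), 27 were higher and 43 lower at 96 h, and 64 were lower at 144 h. With beetle hits alone, 5 of 144 were higher at 48 h and 3 lower at 144 h (adjusted p = 1 for both). The list of 250 cytosolic ribosomal proteins held 47 higher and 1 lower at 48 h (48 and 1 adjusted over the list alone), 21 and 37 at 96 h, and 2 and 52 at 144 h, and its 76 members with a beetle hit held 2 and 1, 1 and 1, and 1 and 2. Camera called the list up at 48 h and at 96 h (adjusted p = 3.15e-08 and 5.57e-05; adjusted p = 0.191 and 0.256 with an estimated correlation). At 144 h the mean was −0.25 and the median 0.08, with adjusted p = 0.897. The 76 with a beetle hit were called up at all 3 times (adjusted p = 4.37e-07, 4.46e-15 and 2.91e-05; adjusted p = 0.382, 0.233 and 0.49 with an estimated correlation), with means of 0.13, 0.18 and 0.06. The unigenes with a beetle hit summed to 72450 ± 803 FPKM (SD, n = 3) in the control, and to 79850 ± 1260, 86050 ± 8940 and 79210 ± 122 at 48 h, 96 h and 144 h. Those with hits to organisms other than beetles and mammals and under 20 FPKM numbered 126 and summed to 168.0 ± 2.89 in the control, 306.3 ± 3.32 at 48 h, 198.6 ± 12.2 at 96 h and 101.1 ± 3.95 at 144 h. Of these, 95 (75.4%) rose or fell from 48 h to 96 h, against 1 of the 76 with a beetle hit. They were then grouped by that change, so the step from 48 h to 96 h within each group follows from the choice. The 53 that fell from 48 h to 96 h summed to 79.9 ± 1.79 in the control, 221.5 ± 3.14 at 48 h, 20.9 ± 2.36 at 96 h and 9.78 ± 1.82 at 144 h. The 42 that rose from 48 h to 96 h summed to 48.2 ± 0.965, 33.7 ± 1.01, 107.4 ± 5.98 and 49.7 ± 2.40.

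**Figure D2:**
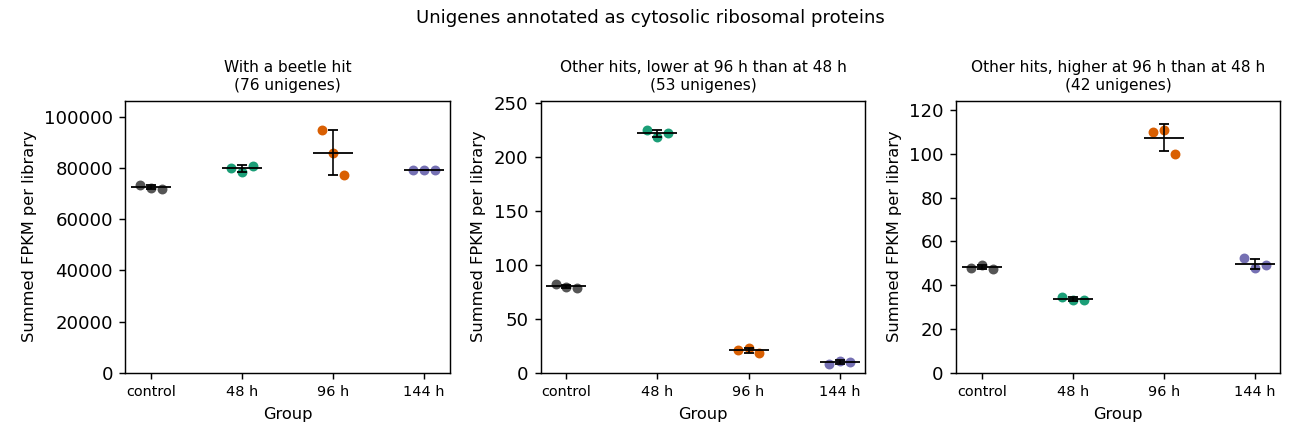
Summed FPKM per library of unigenes annotated as cytosolic ribosomal proteins, in 3 panels for 76 unigenes with a beetle hit, 53 with other hits that were lower at 96 h than at 48 h and 42 with other hits that were higher. Coloured points are libraries of the control, 48 h, 96 h and 144 h, and black marks are means with SD (n = 3), so that the panel of beetle hits can be set beside a 48 h peak of 221.5 and a 96 h peak of 107.4 FPKM in the others.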

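Trypsins, serine proteases of the gut, made up most of the higher members of the pancreatic secretion pathway at 48 h and 144 h. Of 176 members, 25 were higher at 48 h (8.04 expected, adjusted p = 1.89e-05, Fisher's exact test), and 20 of these were trypsins and 3 alpha-amylases, which digest starch. At 144 h, 20 were higher (adjusted p = 0.00502), 16 of them trypsins. At 96 h, 9 were higher, with adjusted p = 0.732. Protein digestion and absorption had 22 of 127 members higher at 48 h (adjusted p = 3.32e-06) and 21 at 144 h (6.64e-05).
For the metabolism of xenobiotics by cytochrome P450, 7 of 80 unigenes were higher at 48 h, 7 at 96 h and 3 at 144 h, with adjusted p = 0.723, 0.3 and 1. The 7 at 48 h were 3 glucuronosyltransferases, 2 carbonyl reductases, a dihydrodiol dehydrogenase and a glutathione transferase, which are enzymes of conjugation and reduction and not P450s. Drug metabolism by cytochrome P450 had 4, 5 and 2 of 68 higher, with adjusted p = 1, 0.535 and 1.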

The estrogen signaling pathway, ABC transporter, apoptosis regulation, and glutathione metabolism were also notably concentrated. 

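Apoptosis was enriched among the higher unigenes through lysosomal proteases. Of 152 members, 22 were higher at 48 h (6.95 expected, adjusted p = 4.72e-05, Fisher's exact test), and these were 12 cathepsin L, 8 cathepsin B and 2 cathepsin D unigenes, all with a beetle hit. At 144 h, 21 were higher (adjusted p = 0.000386), with 7 cathepsin L and 4 caspase 7 unigenes, caspases being the proteases that carry out cell death. At 96 h, 12 were higher (0.221). The separate pathway for apoptosis in the fly had 0, 3 and 5 of 76 higher, with adjusted p = 1, 1 and 0.866.
For estrogen signalling, 11, 9 and 13 of 166 members were higher, with adjusted p = 1, 0.605 and 0.335, and 10, 12 and 13 lower (0.149, 0.774 and 1). Heat shock 70 kDa proteins made up 6 of the higher members at each time and 8, 9 and 10 of the lower ones. ABC transporters, membrane pumps for lipids and toxins, had 7, 6 and 12 of 107 higher (adjusted p = 1, 0.826 and 0.0649). Of the 12 at 144 h, 11 were of the multidrug resistance subfamily C. A multidrug resistance-associated protein (TRINITY_DN15120_c0_g2_i1_2) rose by 1.94 on the log2 scale at 144 h (standard error 0.19). Glutathione metabolism had 5, 8 and 11 of 121 higher (adjusted p = 1, 0.437 and 0.208), of which 4, 4 and 7 were aminopeptidase N, a digestive enzyme of the insect midgut.
Of 37 antioxidant genes, 2 were higher and 3 lower at 48 h, 0 and 2 at 96 h, and 3 and 2 at 144 h (3 and 3 at 48 h adjusted over the list alone). They were called up by camera at 48 h and 96 h (adjusted p = 0.00512 and 0.0156; adjusted p = 0.214 and 0.273 with an estimated correlation). At 96 h the call was lost without 96 h replicate 1 (0.0769). Quantile normalization ended both calls (camera adjusted p = 0.164 at 48 h and 0.453 at 96 h). Catalase (TRINITY_DN23027_c1_g3_i3_4), which breaks down hydrogen peroxide, rose from 113 ± 6 FPKM (SD, n = 3) to 256 ± 5.36 at 48 h.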

By separating the up-regulated and down-regulated genes and enriching them, we found that the up-regulated genes were primarily concentrated in transport and catabolism, carbohydrate metabolism, translation, digestive system, and signal transduction. It is noteworthy that the number of up-regulated genes enriched in the immune system generally increased with the progression of infection time. However, during the middle stages of infection, this number was partially suppressed, leading to a decline in the population. 

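In the higher unigenes, pentose and glucuronate interconversions led the carbohydrate pathways at 48 h, with 29 of 99 members higher (4.52 expected, adjusted p = 3.20e-14, Fisher's exact test). All 29 have a beetle hit. Arachidonic acid metabolism, the source of eicosanoids, had 5 of 29 members higher at 48 h (adjusted p = 0.171), 6 at 96 h (0.0282) and 7 at 144 h (0.00757). Hematopoietic cell lineage had 8 of 32 members higher at 144 h (adjusted p = 0.00281), of which 7 were aminopeptidase N. Of the 257 KEGG pathways with a called unigene at 48 h, the 284 at 96 h and the 309 at 144 h, most did not pass the test of enrichment.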

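The 22 KEGG pathways of the immune system held 606 tested unigenes. Of these, 42 were higher and 17 lower at 48 h, 32 higher and 26 lower at 96 h, and 48 higher and 44 lower at 144 h. In antigen processing and presentation, 30 members were higher at 48 h, 12 of them cathepsin L and 8 cathepsin B. The Toll and Imd pathway gave 2, 6 and 7 of the higher unigenes, which were mainly antimicrobial peptides. Differences between these counts were not tested.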

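Between 48 h and 96 h, 2 of 10 antimicrobial peptides rose and 0 fell, 6 of 38 C-type lectins fell and 1 rose, and 4 of 29 cathepsins fell and 0 rose. Camera called the lectins and cathepsins down over this step (adjusted p = 3.99e-05 and 4.71e-12; adjusted p = 0.461 and 0.0451 with an estimated correlation). Of the 10 antimicrobial peptides, 3 were higher at 48 h, 7 at 96 h and 3 at 144 h, and 0 were lower. Camera called the list up at all 3 times (adjusted p = 0.000204, 1.14e-09 and 1.26e-06; adjusted p = 0.146, 0.0714 and 0.0826 with an estimated correlation), and up from 48 h to 96 h (adjusted p = 4.46e-08; adjusted p = 0.0614 with an estimated correlation). From 96 h to 144 h, 3 of them fell, with a camera adjusted p = 0.0617 for the list. Their mean log2 fold change against the control was 0.76, 1.42 and 0.92. A defensin (TRINITY_DN25649_c1_g1_i7_2), a peptide that acts on microbial membranes, was at 8.63 ± 1.41 FPKM (SD, n = 3) in the control and at 30.6 ± 2.35, 57.4 ± 14.8 and 32.3 ± 3.06 at 48 h, 96 h and 144 h.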

The estrogen signaling pathway, ABC transporter, apoptosis regulation, and glutathione metabolism were also notably concentrated. By separating the up-regulated and down-regulated genes and enriching them, we found that the up-regulated genes were primarily concentrated in transport and catabolism, carbohydrate metabolism, translation, digestive system, and signal transduction. These findings were consistent with the results of Gene Ontology (GO) enrichment analysis, indicating that infected *S. callosus* exhibited resistance to *B. bassiana* infection by enhancing metabolic activity and regulating more signal transduction pathways.

### 3.6. Metabolomic Analysis of the Response of S. callosus After Infection with B. bassiana

To further investigate the impact of *B. bassiana* on the response of physiological metabolizers in *S. callosus*, we employed UHPLC-MS/MS for metabolic profiling. Through PLS-DA analysis, a significant separation between ck and groups T48, T96, and T144 (Figure 5a) was observed, indicating substantial biochemical alterations in nodule tissue following infection. Moreover, 430, 390, and 451 metabolites were identified at different infection time points. Specifically, compared to the control group, group T48 exhibited 430 DEMs (229 upregulated and 201 downregulated), T96 showed 390 DEMs (200 upregulated and 190 downregulated), and T144 exhibited 451 DEMs (227 upregulated and 224 downregulated). Collectively, these findings suggest notable fluctuations in tissue metabolism as a response to *B. bassiana* infection.

The KEGG pathway enrichment analysis of differentially expressed metabolites (DEMs) from *S. callosus* revealed their involvement in diverse metabolic pathways to counteract *B. bassiana* infection at distinct time points. At 48 h post infection (group T48), the DEGs significantly perturbed central carbon metabolism in cancer, as well as glycine, serine, and threonine metabolism (*p* < 0.05). Additionally, alterations were observed in serine and threonine metabolism, d-amino acid metabolism, aminoacyl-tRNA biosynthesis, purine metabolism, and glycine and dicarboxylate metabolism, among other metabolic pathways (Figure 5b).

At 96 h post infection (group T96), ABC transporters, the two-component signaling system, and aminoacyl-tRNA biosynthesis were significantly altered (*p* < 0.05). Additionally, there were significant changes in the central carbon metabolism in cancer, choline metabolism in cancer, purine metabolism, d-amino acid metabolism, protein digestion and absorption, and other metabolic pathways (Figure 5c).

At 144 h post infection (group T144), *B. bassiana* significantly affected ABC transporters, aminoacyl-tRNA biosynthesis, pathways such as central carbon metabolism in cancer and choline metabolism in cancer (*p* < 0.05). Furthermore, there were notable alterations observed in purine metabolism; d-amino acid metabolism; glycine, serine, and threonine metabolism; and glycerophospholipid metabolism (Figure 5d).

### 3.7. Immune Response of S. callosus After Infection

The genes related to insect immunity have been reported previously [34,35,36], and the possible genes related to insect immunity were screened according to the annotated information from the NR database. A total of 331 immune-related genes were identified in the transcriptome data of *S. callosus*. 

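Immune genes did not move as a block. Recognition by lectins and the effectors leaned up, while glucan binding, scavenger receptors and the phenoloxidase cascade leaned down. Of 19 peptidoglycan recognition proteins, which bind bacterial cell walls, 1, 2 and 2 were higher and 0, 0 and 1 lower at 48 h, 96 h and 144 h. Camera called these genes up at 96 h (adjusted p = 0.00193; adjusted p = 0.0903 with an estimated correlation), and not at 48 h or 144 h (0.0799 and 0.118). PGRP-S1 (TRINITY_DN21825_c0_g1_i1_3) had log2 fold changes of 0.70, 1.01 and 1.31. Of 7 beta-glucan binding proteins, which bind fungal cell walls, 1, 0 and 3 were lower and 0 higher, and camera called them down at 96 h and 144 h (adjusted p = 0.00322 and 0.00614; adjusted p = 0.0812 and 0.0826 with an estimated correlation). Of 16 scavenger receptors, 1, 3 and 5 were lower (3, 5 and 5 adjusted over the list alone) and 0 higher. Camera called them down (adjusted p = 5.13e-05, 2.36e-05 and 0.00265; adjusted p = 0.2, 0.209 and 0.287 with an estimated correlation). Of 8 lysozymes, which cut bacterial cell walls, 0, 1 and 1 were higher and 0 lower, with a camera call up at 48 h and 144 h (adjusted p = 0.00607 and 0.00801; adjusted p = 0.212 and 0.262 with an estimated correlation). A lysozyme (TRINITY_DN24857_c0_g1_i6_2) rose from 45.5 ± 0.96 FPKM (SD, n = 3) to 126 ± 1.26 at 144 h.
The phenoloxidase cascade makes melanin around invaders. Of its 16 genes, 4, 4 and 7 were lower and 0, 0 and 2 higher, and camera called them down (adjusted p = 0.00246, 0.000114 and 0.000269; adjusted p = 0.173, 0.0955 and 0.129 with an estimated correlation). A phenoloxidase 1-like gene (TRINITY_DN18985_c0_g1_i1_4) went from 105 ± 0.511 FPKM to 26.5 ± 1.79 at 48 h, a log2 fold change of -1.97 (standard error 0.06), and laccase-4 (TRINITY_DN32083_c1_g1_i1_3) fell by 2.55 at 144 h. Of 28 CLIP-domain serine proteases, which activate that cascade, 0, 2 and 6 were lower and 0, 0 and 1 higher (camera adjusted p = 0.126, 0.0455 and 0.00901; adjusted p = 0.209 and 0.129 with an estimated correlation at 96 h and 144 h). The call at 96 h was lost without control replicate 1 (0.0615), control replicate 2 (0.0729) or 96 h replicate 3 (0.1). Median-of-ratios scaling (0.068), quantile normalization (0.0516), limma without the trend (0.0613) and a block for the replicate number (0.0532) ended it as well. Of 35 serpins, which inhibit such proteases, 0, 3 and 2 were higher and 0, 0 and 1 lower, with no camera call (0.631, 0.138 and 0.176). Haemocyte genes, a list of 20 markers of blood cells, had 0, 1 and 2 higher and 1, 1 and 1 lower (0 and 2 at 48 h adjusted over the list alone), and camera made no call (0.622, 0.33 and 0.821).
Except where given, counts adjusted over the list alone were the same. These lists were made here from annotation, and the paper's own list of immune genes was not used here.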

The immune-related metabolites were identified based on the annotated information from the Human Metabolome Database (HMBD). At 48, 96, and 144 h post-infection, a total of 42, 50, and 43 immune-related metabolites were, respectively, screened. Relevant Supplementary Materials contain comprehensive immune-related transcriptomic and metabolomic data.

Subsequently, these immune genes were subjected to enrichment analysis, revealing that at 48 h post infection, significant activation was observed in pathways associated with proteoglycans in cancer (ko05205), lysosome (ko04142), autophagy–animal pathway (ko04140), and fluid shear stress and atherosclerosis (ko05418). Furthermore, at 96 h post infection, there was significant activation of the Toll and Imd signaling pathway (ko04624), which is closely related to insect immunity. 

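The lysosome pathway (ko04142) and fluid shear stress and atherosclerosis (ko05418) were higher as groups at 48 h, and the same cathepsins stood in all of the 4 pathways. Of 283 lysosome unigenes, 39 were higher and 15 lower (41 and 15 adjusted over the list alone), and their summed FPKM went from 12840 to 17960. As a group they were called up by camera (adjusted p = 4.18e-07; adjusted p = 0.132 with an estimated correlation). Of 139 unigenes of ko05418, 16 were higher and 2 lower (camera adjusted p = 1.53e-05; adjusted p = 0.132 with an estimated correlation). Cathepsin L unigenes made up 12 of these 16, and calmodulins 3. Of 176 unigenes of autophagy in animals (ko04140), 24 were higher and 8 lower, and the mean log2 fold change was 0.05 with a median of −0.16 (camera adjusted p = 0.659). The 24 higher ones were 12 cathepsin L, 8 cathepsin B and 2 cathepsin D, with 1 BNIP3 and 1 LAMP. Tested for enrichment, 24 against 8.04 expected gave an adjusted p = 4.72e-05 (Fisher's exact test). Of 197 unigenes of proteoglycans in cancer (ko05205), 14 were higher and 1 lower (camera adjusted p = 0.97), and 12 of the 14 were cathepsin L.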

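At 96 h, the higher members of the Toll and Imd pathway (ko04624) were mostly antimicrobial peptides, the products at its end. Of 82 unigenes, 6 were higher and 0 lower, and these were 3 defensins, a cecropin, a diptericin and a peptidoglycan recognition protein. Their summed FPKM with the rest of the pathway went from 2172 in the control to 2481 at 48 h, 3312 at 96 h and 2639 at 144 h. As a group the pathway was not called against the control at 96 h, with a mean log2 fold change of 0.07 and a median of −0.12 (camera adjusted p = 0.949). Between 48 h and 96 h it was called up, with 2 unigenes that rose and 0 that fell (camera adjusted p = 0.0329; adjusted p = 0.372 with an estimated correlation). At 48 h, 2 were higher and 2 lower (camera adjusted p = 0.659), and a peptidoglycan recognition protein LC was among the lower ones.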

Although an ongoing immune response was detected at 144 h post infection within *S. callosus*, most of the pathways involved in this response had been inhibited. 

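By 144 h, higher and lower members had come close in number in most of these pathways. Autophagy (ko04140) had 15 higher and 18 lower of 176 and was called down (camera adjusted p = 0.0429; adjusted p = 0.695 with an estimated correlation), but adjusted p = 0.109 with median-of-ratios scaling. Without control replicate 2 or 3 that p is 0.0719 or 0.053, and without 144 h replicate 2 or 3 it is 0.0528 or 0.0625. Lysosome (ko04142) had 29 higher and 24 lower (31 and 25 adjusted over the list alone), fluid shear stress (ko05418) 13 higher and 9 lower, and both were called up (camera adjusted p = 0.0332; adjusted p = 0.695 with an estimated correlation), but not without the mean-variance trend (0.0549 for both), nor fluid shear stress with quantile normalization (0.0552). The Toll and Imd pathway (ko04624) had 7 higher and 4 lower (camera adjusted p = 0.796). At 96 h camera called none of the 5 pathways against the control. From 48 h to 96 h, lysosome, autophagy and fluid shear stress were called down (adjusted p = 1.02e-07, 0.000169 and 5.85e-05; adjusted p = 0.151, 0.29 and 0.151 with an estimated correlation), with 17, 11 and 9 members that fell.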

Notably, it can be inferred that the proteoglycans in cancer (ko05205) pathway remained consistently active following successful infection. Additionally, autophagy played a crucial role throughout the entire immune process (Figure 6a–f).

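For proteoglycans in cancer (ko05205), the paper ran gene set enrichment on its own immune genes, with a wider limit on the false discovery rate. Here all tested unigenes of the pathway were used, at an adjusted p under 0.05. Of these unigenes, 7 were higher and 7 lower at 96 h, and 12 higher and 10 lower at 144 h (camera adjusted p = 0.126 and 0.522). Cathepsin L gave 2 and 7 of the higher ones and integrin beta 1, which anchors cells to the matrix, 1 and 2. Between 48 h and 96 h, 1 member rose and 9 fell (camera adjusted p = 0.0331; adjusted p = 0.497 with an estimated correlation), and from 96 h to 144 h the group was called up (adjusted p = 0.00687; adjusted p = 0.589 with an estimated correlation). An integrin beta-nu (TRINITY_DN30196_c0_g1_i2_1) rose from 12.4 ± 0.179 FPKM (SD, n = 3) to 38.5 ± 1.21 at 144 h, a log2 fold change of 1.59 (standard error 0.07).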

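Autophagy genes in the narrow sense, those that build and regulate the autophagosome, were mostly level or lower. Of 39 such genes, 2 were higher and 2 lower at 48 h, 2 and 1 at 96 h, and 3 and 5 at 144 h, the same as when adjusted over the list alone. Camera called the list down at each time (adjusted p = 0.00607, 0.00218 and 0.00987; adjusted p = 0.222, 0.212 and 0.286 with an estimated correlation), with mean log2 fold changes of −0.23, −0.23 and −0.24. ATG2 (TRINITY_DN32550_c0_g1_i1_4), which carries lipids to the growing autophagosome, went from 13.5 ± 0.118 FPKM (SD, n = 3) to 6.01 ± 0.618 at 48 h, a log2 fold change of -1.11 (adjusted p = 0.000546 from limma). A DRAM2-like gene (TRINITY_DN22856_c0_g1_i1_4), a lysosomal membrane protein linked to autophagy, rose by 1.33, 1.22 and 2.16 at 48 h, 96 h and 144 h. The summed FPKM of the whole pathway was 7782 in the control, 11910 at 48 h, 8376 at 96 h and 8253 at 144 h.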

All immune-related metabolites screened can be broadly categorized into the following classes: glycerophospholipids, carboxylic acids and derivatives, organooxygen compounds, azolidines, prenol lipids, purine nucleosides, pyridines and derivatives, benzimidazole ribonucleosides and ribonucleotides, steroids and steroid derivatives, keto acids and derivatives, benzene and substituted derivatives, fatty acyls, imidazopyrimidines, glycinamide ribonucleotides, isoflavonoids, pyrimidine nucleosides, carboximidic acids and derivatives, flavonoids, triazines, quinolines and derivatives. KEGG enrichment analysis of these immune metabolites revealed that the glucagon signaling pathway (ko04922), cancer central carbon metabolism (ko05230), glycerophospholipid metabolism (ko00564), and cancer choline metabolism (ko05231) were identified as the most significantly enriched metabolic pathways associated with immune function. (Figure 6g–i). Upon infection, glycerophospholipids, carboxylic acids and derivatives, organooxygen compounds, keto acids and derivatives, and the immune metabolites of azolidines were significantly upregulated. For example, PC, l-aspartic acid, isocitric acid, n-acetyl-l-glutamic acid, d-glycerate 3-phosphate, 2-phospho-D-glyceric acid, D-arabinono-1,4-lactone, trehalose, 2-keto-6-acetamidocaproate, and hydantoin-5-propionic acid were among those significantly upregulated.

The immune metabolites in four metabolic pathways, i.e., glucagon signaling pathway, central carbon metabolism in cancer, glycerophospholipid metabolism, and choline metabolism in cancer, were traits, and the immune genes were analyzed WGCNA. Ultimately, the immune genes were categorized into four modules; however, the gray module did not exhibit any reference significance or belong to any specific module (Figure 7a). The Pearson correlation algorithm was employed to calculate the correlation coefficients and *p*-values between the characteristic genes and traits of the modules (Figure 7b). Modules related to each trait were identified using a threshold value of |r| > 0.8 for the correlation coefficient and a *p*-value < 0.05. Specifically, there was a significant positive correlation (r = 0.92, 0.92, 0.81; *p* < 0.05) between citric acid, isocitric acid, glycerophosphocholine and glycerylphosphorylethanolamine, and the blue module, while a significant negative correlation (r = −0.87, −0.91, −0.93; −0.92, *p* < 0.05) was observed with the turquoise module. Furthermore, PC(22:2(13Z,16Z)/0:0) exhibited a significant negative correlation with the blue module (r = −0.85; *p* < 0.05), whereas glycerophosphocholine showed a significant negative correlation with the turquoise module (r = −0.92; *p* < 0.05). Additionally, D-glycerate 3-phosphate and 2-phospho-d-glyceric acid demonstrated significantly positive correlations with the yellow module (r = 0.88, 0.92; *p* < 0.05).

The top 50 genes with the highest connectivity within each module were examined to reveal their relationships. The hub genes of each module were determined based on their strong connections with peripheral points. 

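CYP4C1 (TRINITY_DN30634_c0_g1_i9_3) and CYP4g56 (TRINITY_DN23735_c0_g1_i3_3), cytochrome P450 enzymes, were lower at every time. Enzymes of the CYP4G group make cuticular hydrocarbons in insects. CYP4C1 was at 32.1 ± 0.896 FPKM (SD, n = 3) in the control and at 13.9 ± 1.26, 12.7 ± 0.76 and 4.83 ± 0.265 at 48 h, 96 h and 144 h, with log2 fold changes of -1.18, -1.31 and -2.62. CYP4g56 went from 33 ± 1.45 to 14.1 ± 1.15, 9.94 ± 1.84 and 4.49 ± 0.0708, with log2 fold changes of -1.70 at 96 h and -2.75 at 144 h. Between 96 h and 144 h both fell (limma adjusted p = 4.78e-06 and 0.000196). The modules were chosen by the study on these same samples, so the genes are described here and not tested for connectivity.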

In the blue module, CYP4C1 (TRINITY_DN30634_c0_g1_i9_3) and CYP4g56 (TRINITY_DN23735_c0_g1_i3_3) emerged as hub genes (Figure 8a). Similarly, collectin-10-like (TRINITY_DN22704_c0_g2_i1_4) and CECR1/ADA2 (TRINITY_DN26550_c2_g2_i3_1) represented the hub genes in the turquoise module (Figure 8b). 

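Collectin-10-like (TRINITY_DN22704_c0_g2_i1_4), a lectin that binds sugars on microbes, was higher at every time, from 48.5 ± 0.376 FPKM (SD, n = 3) in the control to 140.4 ± 4.58, 145 ± 11.8 and 176 ± 7.47 at 48 h, 96 h and 144 h. Its log2 fold changes were 1.52, 1.57 and 1.84. CECR1/ADA2 (TRINITY_DN26550_c2_g2_i3_1), a secreted adenosine deaminase, rose by 1.48, 1.38 and 1.60, from 31.1 ± 0.751 FPKM to 95 ± 1.01 at 144 h. Over their gene names, 2, 1 and 1 of the 4 collectin-10-like unigenes were higher, and of the 2 adenosine deaminase unigenes 1 was higher at each time while the other was lower at 144 h.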

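Both cathepsin L unigenes, digestive and lysosomal proteases, were higher at 48 h and lower at 144 h. The first (TRINITY_DN20512_c0_g1_i2_4) was at 2.3 ± 0.211 FPKM (SD, n = 3) in the control, 6.38 ± 0.215 at 48 h, 2.37 ± 0.482 at 96 h and 0.695 ± 0.0854 at 144 h, with log2 fold changes of 1.30, 0.03 and -1.23. The other (TRINITY_DN27537_c1_g3_i1_2) had 1.08, -0.35 and -1.65. Both fell from 48 h to 96 h (by 1.28 and 1.43) and again from 96 h to 144 h (limma adjusted p = 0.000829 and 1.36e-06).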

Lastly, CTSL (TRINITY_DN20512_c0_g1_i2_4 and TRINITY_DN27537_c1_g3_i1_2) were identified as hub genes within the yellow module (Figure 8c). 

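Hub genes of different types followed different courses through the infection. The 2 P450s declined from 48 h on, collectin-10-like and CECR1/ADA2 stayed up from 48 h on, and the cathepsins L peaked at 48 h. All 6 hub unigenes were called against the control at 48 h, and all 6 at 144 h.

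**Figure D3:**
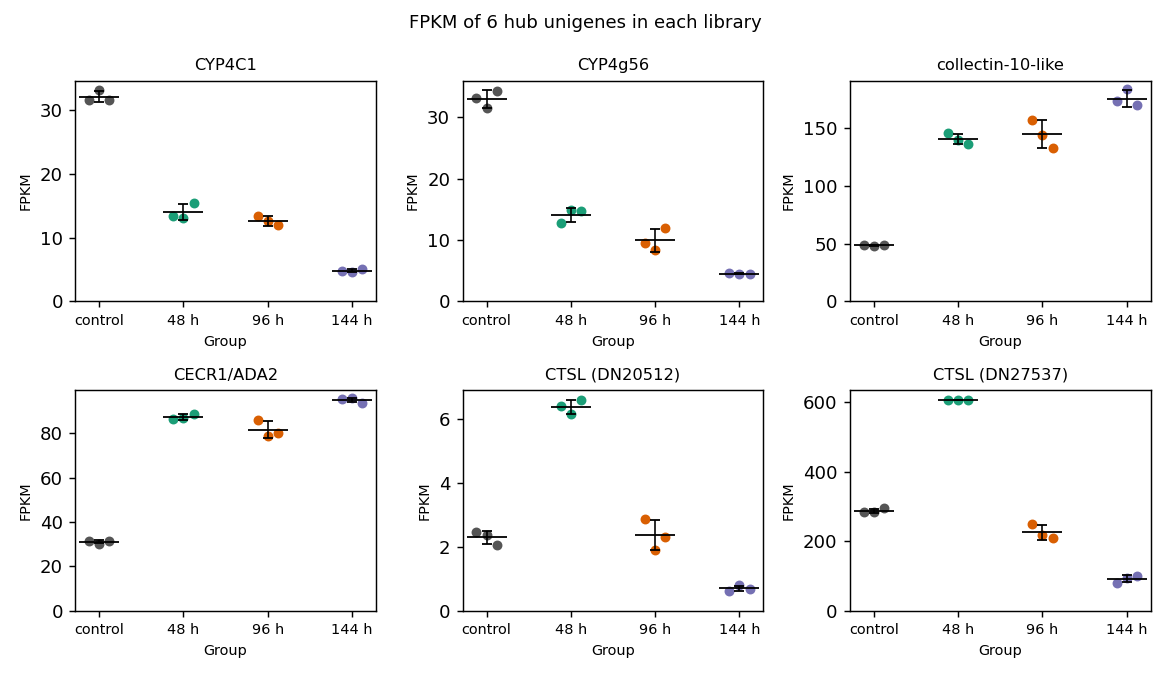
FPKM of 6 hub unigenes in each library of the control, 48 h, 96 h and 144 h groups, 1 panel per gene. Coloured points are libraries and black marks are means with SD (n = 3), with the P450s falling in the top left panels and the cathepsins L highest at 48 h in the bottom right panels.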

Based on the aforementioned WGCNA analysis, it is evident that the central gene types include lectin C-type domain, cytochrome P450, and cysteine protease cathepsin L genes.

### 3.8. Integrative Analysis of Immune-Related Genes and Metabolites

The Pearson correlation coefficient between the top 20 differential genes and 20 differentially expressed metabolites was calculated, followed by the construction of a correlation cluster heat map. Notably, a strong correlation was observed between these variables (Figure 9a–c).

The changes in immune-related genes and metabolites of *S. callosus* during *B. bassiana* infection were analyzed and mapped to the KEGG pathway. The KEGG pathways shared by the two omics were plotted in a histogram (Figure 9d–f). The results indicate that the common pathways of related genes and metabolites mainly involve autophagy-animal, arachidonic acid metabolism, chemical carcinogenesis, metabolism of xenobiotics by cytochrome P450, glycerophospholipid metabolism, pathogenic Escherichia coli infection, vitamin digestion and absorption, longevity regulating pathway-worm, pentose and glucuronate interconversions, fatty acid biosynthesis, arginine biosynthesis, thyroid hormone synthesis, vitamin B6 metabolism, glycine, serine, and threonine metabolism, and glutathione metabolism. The enrichment of differentially expressed metabolites (DEMs) and differentially expressed genes (DEGs) both highlight autophagy–animal and arachidonic acid metabolism, which occur at high frequencies across different infection periods, prompting further investigation into these two common pathways. Additional pathway details are listed in Table S4. A simplified version of the signaling pathway networks for autophagy-animal (Figure 10) and arachidonic acid metabolism (Figure 11) in KEGG was plotted. We found that the PTEN, TSC2, PKA, TP53INP2, LC3, and LAMP genes play crucial roles in the autophagy-animal pathway, jointly regulating the production of cathepsin and degradation of the innerveside. 

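Of the regulators of autophagy, TSC2 was lower by 144 h, and the carriers of the autophagosome itself were mostly level. Of 4 TSC2 unigenes, whose product restrains mTOR, 1, 0 and 4 were lower at 48 h, 96 h and 144 h, and tuberin (TRINITY_DN33055_c1_g1_i1_3) had a log2 fold change of -1.59 (standard error 0.13) at 144 h. Of 7 LC3 unigenes, which mark the autophagosome membrane, 0, 2 and 2 were lower. The most abundant (TRINITY_DN27674_c0_g1_i2_3) was at 284 ± 3.41 FPKM (SD, n = 3) in the control and 269 ± 8.91 at 144 h. Of 3 PKA and 3 TP53INP2 unigenes, 1 each was higher at 144 h, and of 4 LAMP unigenes, a protein of the lysosome membrane, 1 was higher at each time.
Cathepsins, the proteases at the end of the pathway, moved most. For 21 cathepsin B unigenes, 8, 4 and 3 were higher and 0, 0 and 1 lower, with a summed FPKM of 1785 in the control, 3195 at 48 h, 1945 at 96 h and 1890 at 144 h. For 7 cathepsin D unigenes, 2, 1 and 2 were higher and 1 lower at each time, and one of them (TRINITY_DN28708_c0_g1_i4_4) rose by 1.06 at 48 h.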

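HPGDS, a prostaglandin D synthase of the glutathione transferase family, was higher at every time. Its main unigene, annotated as GSTs7 (TRINITY_DN18683_c0_g1_i1_1), was at 268 ± 7.06 FPKM (SD, n = 3) in the control and at 694 ± 9.74, 619.9 ± 66.8 and 654 ± 11.8 at 48 h, 96 h and 144 h, with log2 fold changes of 1.37, 1.20 and 1.28. It was the only 1 of 5 HPGDS unigenes called. PTGES (TRINITY_DN28741_c0_g1_i2_4), which makes prostaglandin E2, was at 22.4 ± 0.942 FPKM in the control and 21.3 ± 0.635 at 144 h, with no call at any time. Of 6 CBR unigenes, carbonyl reductases that act on prostaglandins, 2, 1 and 1 were higher, and one (TRINITY_DN22102_c0_g1_i1_2) rose by 1.30 at 48 h (standard error 0.10).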

In arachidonic acid metabolism, PLA2G, HPGDS, PTGES, and CBR co-regulate the final production of 15-keto-PGF2α and 11-epi-PGF2α. The involvement of PLA2G, specifically, assumes a pivotal role in orchestrating this intricate process. 

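PLA2G, the phospholipase that frees arachidonic acid from membranes, had 1, 1 and 2 of 6 unigenes higher at 48 h, 96 h and 144 h and 0 lower. Summed over the 6, FPKM went from 29.0 in the control to 36.6, 37.3 and 37.5. The most abundant (TRINITY_DN23867_c0_g1_i1_4) was at 14.2 ± 2.11 FPKM (SD, n = 3) in the control and 16.2 ± 0.945 at 48 h, with no call. Outside the secretory PLA2G unigenes, a group XV phospholipase A2-like gene (TRINITY_DN27994_c0_g1_i6_3), a lysosomal enzyme, fell by 1.38 at 48 h (standard error 0.15).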

The synthesis of downstream PGs is mediated by PLA2G.

### 3.9. RT-qPCR Validation of Transcriptome Sequencing Data

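Of the 6 immune genes chosen for RT-qPCR, 3 were higher after infection and 3 lower. PGRP-LC-like (TRINITY_DN29537_c0_g1_i2_1), a receptor for bacterial cell walls, was at 6.94 ± 0.269 FPKM (SD, n = 3) in the control and at 17.1 ± 1.35, 26.3 ± 1.75 and 31 ± 1.94 at 48 h, 96 h and 144 h, and rose by 1.24, 1.85 and 2.08 on the log2 scale (standard error 0.09 at 48 h). C-type lectin 37Db-like (TRINITY_DN19747_c0_g4_i1_1) rose at 96 h only, from 1.36 ± 0.509 to 7.27 ± 0.13 FPKM, a log2 fold change of 2.10 (standard error 0.21). Perlucin-like (TRINITY_DN15347_c0_g1_i2_1), also a C-type lectin, rose by 1.29 at 48 h and 1.15 at 96 h, with 0.76 and no call at 144 h. Without control replicate 2 its value at 96 h is 0.96, which ends that call.
The beta-1,3-glucan-binding protein (TRINITY_DN31229_c0_g1_i12_3), a sensor of fungal walls, was at 25.1 ± 2.24 FPKM in the control and 6.52 ± 0.0208 at 144 h. Its log2 fold changes were -1.07, -0.90 and -1.87, with no call at 96 h, and with median-of-ratios scaling the value of −0.97 at 48 h ends that call. NADPH oxidase 5 (TRINITY_DN31950_c1_g1_i1_4), which makes reactive oxygen, was lower at 144 h only, from 21.9 ± 1.49 to 5.18 ± 0.485 FPKM. Scavenger receptor class B member 1 (TRINITY_DN31299_c1_g3_i2_1) was at 7.79 ± 1.56 FPKM in the control and 3.56 ± 2.16 at 96 h, a log2 fold change of -1.16 (standard error 0.35, limma adjusted p = 0.0409), with no call at 48 h or 144 h. That call is lost when limma is run without the trend (adjusted p = 0.0513), and when any 1 of the control libraries or of 96 h replicates 2 and 3 is left out (log2 fold changes from −1.28 to −0.73).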

To authenticate the transcriptome sequencing results, we randomly selected six immune genes with differential expression (Figure 12). The trends observed in the transcriptome sequencing data were consistent with those validated by RT-qPCR, affirming the higher reliability of our transcriptome sequencing data.

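From one time to the next, C-type lectin 37Db-like and NADPH oxidase 5 moved past both thresholds. C-type lectin 37Db-like rose by 1.36 from 48 h to 96 h and fell by 1.42 from 96 h to 144 h. NADPH oxidase 5 fell by 1.46 from 96 h to 144 h (limma adjusted p = 2.71e-06). For the beta-1,3-glucan-binding protein that step was -0.96 (limma adjusted p = 3.52e-05), under the fold threshold. For PGRP-LC-like the steps were 0.61 and 0.23, with no call. The RT-qPCR values themselves were not analysed here.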

## 4. Discussion

In the present study, transcriptome and metabolome analyses were employed to investigate alterations in the gene expression and metabolism of *S. callosus* following infection with *B. bassiana*. A total of 9933 upregulated genes and 6687 downregulated genes were identified, with the number of upregulated genes exhibiting significant temporal variation during infection, indicating substantial changes in gene expression and metabolites induced by *B. bassiana* in *S. callosus*. 

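Unigenes called at any time numbered 10879, of which 5498 were higher at some time, 5508 lower and 127 higher at one time and lower at another. Those called at a single time were 823, 808 and 1868 higher, and 900, 506 and 2411 lower, at 48 h, 96 h and 144 h. Between 48 h and 96 h, 955 higher unigenes were shared, between 48 h and 144 h 1219 and between 96 h and 144 h 1189, against 92.3, 146.2 and 143.4 expected if the calls were independent. Lower unigenes shared numbered 709, 993 and 1053.
The 3 comparisons use the same control libraries. In 20 simulations with no effect of infection and a shared control, 0 calls were shared between any 2 times, but only 0.15 calls were made on average. Across all tested unigenes the log2 fold changes correlated at 0.628, 0.641 and 0.656, and at 0.499 to 0.5 in those simulations. The change common to the times went past what replicate spread in the shared control gives. Covariances were 0.271, 0.328 and 0.338, against 0.053 in the simulations. A difference of the control as a whole, as from its unknown sampling time, would enter all 3 comparisons and was not simulated.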

The Gene Ontology (GO) enrichment analysis revealed prominent pathways associated with digestion, oxidase activity, and collagen decomposition, among others. Additionally, the KEGG enrichment analysis demonstrated that differentially expressed genes were primarily enriched in cytochrome P450, lysosome function, apoptosis regulation, phagosome formation, glutathione metabolism, and cysteine and methionine metabolism. 

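Collagen catabolic process had 15 of 52 unigenes higher at 48 h (2.09 expected, adjusted p = 3.39e-07, Fisher's exact test) and 10 at 96 h (adjusted p = 0.00223). Monooxygenase activity, which covers the cytochrome P450s, had 15 of 100 higher at 48 h (adjusted p = 0.00162) and 12 at 96 h (0.0178). The oxidoreductases acting on paired donors largely share the same unigenes, with 15 of 99 higher at 48 h (adjusted p = 0.00148), and 17 of them were lower at 144 h (0.0284). Ecdysone 20-monooxygenase activity had 4 of 5 members lower at 144 h (adjusted p = 0.00797).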

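The phagosome, which takes up and digests particles, was enriched among lower unigenes at the later times. Of 185 members, 20 were lower and 6 higher at 96 h (adjusted p = 0.00198 for the lower, Fisher's exact test), and 35 lower and 13 higher at 144 h (0.000235). Those lower at 144 h included 9 dynein heavy chains, 5 scavenger receptors SCARB1 and 5 alpha tubulins. With beetle hits alone, 12 of 149 were lower at 96 h and 22 at 144 h. Among higher unigenes the phagosome was not enriched at 48 h (adjusted p = 0.531). Cysteine and methionine metabolism had 4, 7 and 6 of 89 higher at 48 h, 96 h and 144 h (adjusted p = 1, 0.322 and 0.806), and the 4 at 48 h were cystathionine beta-synthases, which turn homocysteine toward cysteine. At 144 h, 15 were lower (0.133). Cell cycle was the leading pathway among the lower unigenes at 144 h, with 42 of 126 members (10.7 expected, adjusted p = 4.39e-13), 38 of them with a beetle hit.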

Metabolites were predominantly enriched in central carbon metabolism, glycine, serine and threonine metabolism, purine metabolism, and the ABC transport system in cancer.

According to the WGCNA analysis, the key gene types involved in immune response were lectin C-type domains, cytochrome P450 enzymes, and cysteine proteinase cathepsin L. Cathepsins are widely distributed proteolytic enzymes found in various biological tissues [37]. The involvement of cathepsin L in numerous physiological processes in vivo, including the regulation of the immune response and tumor dissemination, has been well documented [38,39,40]. As a multifunctional enzyme, insect cathepsin is also involved in the insect response to external stimuli [41]. Insects exhibit a downregulation of the expression of certain cathepsin genes in response to sublethal concentrations of pesticide-induced stress [42]. The expression of cathepsin was significantly upregulated in citrus psyllid under high temperature stress [43]. The expression of the cathepsin gene of *Monochamus alternatus* was downregulated after treatment with a sublethal concentration of *Bacillus thuringiensis* [44]. 

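Cathepsins as a list rose at 48 h and fell again from 48 h to 96 h. Of 29 cathepsins, 10 were higher and 1 lower at 48 h, 2 and 2 at 96 h, and 3 and 4 at 144 h. Adjusted over the list alone, the counts were 10 and 1, 3 and 2, and 5 and 4. Camera called them up at 48 h (adjusted p = 9.25e-12; adjusted p = 0.0345 with an estimated correlation), at 96 h (adjusted p = 0.00102; adjusted p = 0.21 with an estimated correlation) and at 144 h (adjusted p = 0.0383; adjusted p = 0.35 with an estimated correlation). The last was lost without control replicate 2 (0.05) or 144 h replicate 2 (0.0522). It was also lost without the filter on low values (0.0647), with quantile normalization (0.118) and with limma without the trend (0.0786). From 48 h to 96 h, 4 fell and 0 rose, and the list was called down (adjusted p = 4.71e-12; adjusted p = 0.0451 with an estimated correlation).
By KEGG gene, 30 unigenes are cathepsin L, and 12 were higher and 0 lower at 48 h, 2 and 1 at 96 h, and 7 and 4 at 144 h. Their summed FPKM went from 2491 in the control to 4768, 3053 and 3086. Members took separate courses: a cathepsin L 1 precursor (TRINITY_DN18704_c0_g1_i1_4) rose by 1.93 at 48 h and had -0.17 at 144 h, while one of the most abundant (TRINITY_DN26813_c0_g1_i10_2) was at 785 ± 13 FPKM (SD, n = 3) in the control and 1497 ± 21.1 at 48 h and was not called. The paper names no dissected tissue for the RNA, and cathepsins of the gut and of blood cells are not told apart by these values.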

In this study, the expression of genes of cathepsin L varied, potentially due to its distinct biological functions in cellular immunity and humoral immunity. In the innate immune response of insects, the precise recognition of invasive pathogens is crucial [45]. The immune response relies on important recognition receptors that control the recognition process, with C-type lectin being a common pattern recognition receptor [46]. C-type lectins serve as upstream pattern recognition receptors capable of recognizing various microorganisms, and also function as downstream effector factors with bactericidal activity, even sensing cancer cell death [47,48]. In this study, the upregulation of the C-type lectin gene in the blue and turquoise modules was observed at 48 h post-infection, indicating rapid pathogenic microorganism recognition and subsequent immune response activation by *S. callosus* immune system when invaded by *B. bassiana*. 

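C-type lectins, receptors that bind sugars on microbial surfaces, leaned up from 48 h. Of 38, 14 were higher and 1 lower at 48 h, 10 and 3 at 96 h, and 9 and 4 at 144 h (15 and 1 at 48 h adjusted over the list alone). Their mean log2 fold change was 0.70, 0.50 and 0.47. Camera called the list up at each time (adjusted p = 2.57e-12, 7.26e-06 and 5.59e-05; adjusted p = 0.146, 0.232 and 0.286 with an estimated correlation). Between 48 h and 96 h, 1 rose and 6 fell, and the list was called down (adjusted p = 3.99e-05; adjusted p = 0.461 with an estimated correlation). A perlucin-like lectin (TRINITY_DN22241_c1_g1_i3_2) was at 21.3 ± 1.39 FPKM (SD, n = 3) in the control and 149.5 ± 7.38 at 144 h, a log2 fold change of 2.78 (standard error 0.08). Another perlucin-like lectin (TRINITY_DN26280_c3_g1_i4_4) and a lectin 37Db-like unigene (TRINITY_DN25462_c0_g1_i4_3) went down, with -1.91 and -1.81 at 144 h.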

The association between the high expression of the P450 gene and elevated levels of metabolic resistance to various pesticides in insects has been extensively demonstrated by numerous studies [49,50]. 

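Cytochrome P450 genes moved both ways, with more up than down at 48 h. Of 116, 18 were higher and 7 lower at 48 h, 9 and 8 at 96 h, and 14 and 19 at 144 h, or 19 and 7, 10 and 8, and 15 and 19 adjusted over the list alone. Camera called the list up at 48 h (adjusted p = 0.0076; adjusted p = 0.212 with an estimated correlation) and not at 96 h or 144 h (0.509 and 0.933). From 48 h to 96 h it was called down with 1 member that rose and 2 that fell (adjusted p = 0.00195; adjusted p = 0.29 with an estimated correlation). P450 6k1-like (TRINITY_DN31506_c1_g1_i4_4), of the CYP6 family linked to detoxification, rose from 11.6 ± 1.35 FPKM (SD, n = 3) to 54.7 ± 0.182 at 144 h, a log2 fold change of 2.19. Another P450 (TRINITY_DN31078_c1_g2_i4_4) rose by 2.92 at 48 h (standard error 0.33) and 2.00 at 144 h.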

In this study, significantly higher expression levels of the cytochrome P450 gene were observed in the yellow and turquoise modules compared to the ck group, suggesting its potential involvement in metabolic detoxification. The humoral immunity in insects encompasses the classical Toll pathway, Imd pathway, and JSK/STAT pathway. Upon fungal invasion and entry into the hemolymph, insect pattern recognition receptors identify antigenic substances on the surface of invading pathogens and initiate gene activation associated with immune pathways. The Toll pathway directly facilitates the expression of AMP genes and enhances the survival and proliferation of immune cells in certain insect species [51]. However, transcriptome analyses have revealed that this pathway not only promotes AMP expression, but also releases small antifungal molecules or triggers the production of other substances crucial for immune response [52,53]. The Toll and IMD pathways were significantly activated at 96 h after *B. bassiana* infection, at which time humoral immunity had begun to play a role.

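Defensins, the antimicrobial peptides at the end of these pathways, were higher at 96 h, while the signalling genes themselves were mostly level. Of 5 defensin unigenes, 1, 4 and 2 were higher at 48 h, 96 h and 144 h. A defensin (TRINITY_DN28696_c1_g1_i8_1) was at 104 ± 18 FPKM (SD, n = 3) in the control, 157 ± 13.6 at 48 h, 325 ± 30.1 at 96 h and 101 ± 12.6 at 144 h, and both its rise from 48 h to 96 h and its fall afterwards passed the limma test (1.05 and -1.68). Another (TRINITY_DN28933_c1_g1_i3_2) rose by 1.79 at 96 h and 1.05 at 144 h.
Of 41 genes of Toll and Imd signalling, none was higher and 2, 2 and 4 were lower, and camera called none of the 3 times (adjusted p = 0.348, 0.112 and 0.506). Adjusted over the list alone, 1, 0 and 2 were higher and 2, 2 and 4 lower. Toll-like receptor 6 (TRINITY_DN8595_c0_g2_i1_3) was lower at each time (-2.37, -2.09 and -1.36), and a spaetzle-like gene (TRINITY_DN26580_c0_g3_i2_2), a ligand of Toll, fell by 1.39 at 144 h. Signalling through these proteins runs by cleavage and phosphorylation, which transcript levels do not show.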

Autophagy is a catalytic process activated in response to inadequate nutrition and plays a crucial role in various physiological and pathological processes, including stress, neurodegenerative diseases, infections, and cancer. The mTOR kinase acts as a pivotal regulatory molecule in the induction of autophagy by positively promoting its activation while negatively inhibiting it. Serine/threonine kinases can function downstream of the mTOR complex [54,55,56]. Following 48 h of infection, there was a significant activation of the autophagy pathway in *S. callosus*. The infection impacted the digestive system of *S. callosus*, leading to limited nutrient acquisition and the subsequent activation of autophagy. This process could be considered an adaptive mechanism for survival in *S. callosus*. 

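Enzymes of digestion were higher, most of all at 48 h. Of 32 plant cell wall degrading enzymes, 19 were higher and 0 lower at 48 h, 3 and 1 at 96 h, and 10 and 1 at 144 h (4 and 1 at 96 h adjusted over the list alone), with mean log2 fold changes of 1.15, 0.46 and 0.58. Camera called them up at 48 h (adjusted p = 5.73e-25; adjusted p = 0.0165 with an estimated correlation), at 96 h (7.77e-09; adjusted p = 0.0962 with an estimated correlation) and at 144 h (1.26e-09; adjusted p = 0.116 with an estimated correlation). They fell from 48 h to 96 h in 8 cases and rose in 0 (9 adjusted over the list alone), with adjusted p = 1.30e-26, and adjusted p = 0.0451 with an estimated correlation.
Of 122 gut proteases other than cathepsins, 39 were higher and 2 lower at 48 h, 20 and 2 at 96 h, and 34 and 7 at 144 h (39 and 3, 21 and 2, and 34 and 7 adjusted over the list alone). This list was called up by camera (adjusted p = 6.26e-21, 4.77e-09 and 4.43e-10; adjusted p = 0.0165, 0.0812 and 0.0733 with an estimated correlation), and down from 48 h to 96 h, when 6 fell and 0 rose (adjusted p = 9.86e-13; adjusted p = 0.0451 with an estimated correlation). Adjusted over the list alone, 7 fell.
Apolipophorin (TRINITY_DN33167_c10_g1_i1_3), which carries lipids in the haemolymph, fell by 1.40, 1.47 and 1.24 at 48 h, 96 h and 144 h. The 26 storage and haemolymph proteins it belongs to had 1, 0 and 2 higher and 1, 2 and 2 lower, and camera called them down at 96 h only (adjusted p = 0.00541; adjusted p = 0.21 with an estimated correlation). At 48 h the adjusted p was 0.0596, and the list was called down without control replicate 2 (0.038), without 48 h replicate 3 (0.0409) and among the 24 with a beetle hit (0.0207). Feeding was not measured in these data, and transcripts of digestive enzymes do not give nutrient uptake.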

The detection of serine/threonine-related metabolites at this time further supports the congruence between the metabolic process and the transcriptome results. Body immunity and metabolic homeostasis are intricately linked, with numerous diseases capable of inducing metabolic disorders. Our study reveals an enrichment of immune metabolites in the glucagon pathway, predominantly characterized by downregulated metabolites. The glucagon pathway operates downstream of the insulin signaling pathway, which plays a central role in metabolic regulation during infection and inflammation [57]. The activation of the islet receptor induces the AKT pathway to exert negative control over fat and glycogen storage [58].

Eicosanoic acid plays a crucial role in the immune response of insects. In animals, phospholipase A2 (PLA2) catalyzes the release of arachidonic acid (AA) from phospholipids (PLs) for the biosynthesis of various eicosanoids [59]. Prostaglandins (PGs) serve as fundamental mediators of cellular and humoral immunity in insects, stimulating the formation of blood nodules and cysts in response to microbial infection [60]. Prostaglandins (PG), particularly PGE2, can induce specific immune responses, such as the regulation of blood cell diffusion [61], and can also promote the expression of the antimicrobial peptide AMP [62]. Additionally, PG mediates the release of inactive prophenoloxidase into the plasma, where it is subsequently activated by serine proteases through G protein-coupled receptors on the cell surface [61,63]. In this study, it is observed that phosphatidylcholine (PC) is converted into arachidonic acid by phospholipase A2 group G (PLA2G). When PLA2G is upregulated, downstream enzymes HPGDS, PTGES, and CBR are also upregulated, resulting in the formation of PGF. 

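Taken as a list, the 18 prostaglandin synthesis genes had 2 higher and 3 lower at 48 h, 2 and 1 at 96 h, and 1 and 2 at 144 h, the same as when adjusted over the list alone. Camera called none of the times (adjusted p = 0.312, 0.257 and 0.721). The 15 with a beetle hit were called up at 96 h (adjusted p = 0.048; adjusted p = 0.28 with an estimated correlation). Prostaglandin reductase 1-like (TRINITY_DN30584_c0_g2_i3_3), which inactivates prostaglandins, rose by 2.13 at 48 h (standard error 0.35) and 1.15 at 96 h. Of 2 unigenes annotated as PTGES3, the more abundant (TRINITY_DN22322_c0_g1_i1_2) was at 225 ± 4.26 FPKM (SD, n = 3) in the control and 199.5 ± 2.51 at 144 h, with no call. The other (TRINITY_DN5267_c0_g1_i1_3), whose best hit is not a beetle protein, went from 3.95 ± 0.232 to 0.0947 ± 0.0486 FPKM and was lower at each time.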

After binding to specific receptors, prostaglandins regulate various cellular activities including cell proliferation, differentiation, apoptosis, platelet aggregation, and other crucial processes.

## 5. Conclusions

In this study, the transcriptomics and metabolomics of *S. callosus*. following infection by *B. bassiana* were investigated. The results of GO and KEGG analyses indicated that infection by *B. bassiana* enhanced signal transduction between cells and accelerated metabolism in *S. callosus*.. Concurrently, detoxification enzymes were synthesized to metabolize the toxins secreted by *B. bassiana*, thereby resisting further infection. 

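Carboxylesterases, enzymes of detoxification, had mean log2 fold changes of 0.56, 0.33 and 0.46 over the list. Of 56, 16, 6 and 16 were higher and 2, 1 and 2 lower at 48 h, 96 h and 144 h. They were called up by camera (adjusted p = 3.04e-17, 2.06e-08 and 3.78e-11; adjusted p = 0.0165, 0.0812 and 0.0644 with an estimated correlation), and down from 48 h to 96 h with no single member that passed (adjusted p = 9.86e-13; adjusted p = 0.0451 with an estimated correlation). An esterase FE4-like gene (TRINITY_DN22389_c0_g1_i1_1), of the type that binds and breaks down insecticides in aphids, rose from 5.73 ± 0.245 FPKM (SD, n = 3) to 33.1 ± 1.42 at 48 h, a log2 fold change of 2.43. A venom carboxylesterase-6-like gene (TRINITY_DN31082_c0_g1_i7_2) fell by 2.24.
Of 39 UDP-glycosyltransferases, which tie sugars to toxins, 3, 1 and 2 were higher and 1, 1 and 2 lower. Camera called these genes up (adjusted p = 5.16e-05, 0.00129 and 0.00857; adjusted p = 0.0165, 0.0714 and 0.0826 with an estimated correlation). One of them (TRINITY_DN14243_c0_g1_i2_4) rose by 1.35, 1.28 and 1.61. Of 33 glutathione S-transferases, 1 was higher and 0 lower at each time, and camera called them up (adjusted p = 2.90e-05, 0.00322 and 0.00801; adjusted p = 0.0905, 0.194 and 0.226 with an estimated correlation). Of 107 ABC transporters, 5, 4 and 8 were higher and 3, 7 and 7 lower (10 and 7 at 144 h adjusted over the list alone), and camera made no call (adjusted p = 0.312, 0.791 and 0.202). Counts for the first 3 groups were the same adjusted over the list alone. Toxins were not measured in these data.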

Metabolomics analysis confirmed that glycerophospholipids, carboxylic acids and derivatives, organic oxygen compounds, ketoacids and derivatives, as well as azane immune metabolites, were significantly upregulated following infection by *B. bassiana*. GSEA analysis revealed that during the early stages of infection, pathways such as proteoglycans in cancer (ko05205), lysosome (ko04142), autophagy–animal pathway (ko04140), and fluid shear stress and atherosclerosis (ko05418) were significantly activated. The toll and imd signaling pathways (ko04624) were activated during the mid-stage of infection (96 h post-infection), while a limited number of immune responses persisted during the later stages of infection. Transcriptional and metabolomic analyses indicated that autophagy and arachidonic acid metabolism played a crucial role in the overall immune process of *S. callosus*.

## Figures and Tables

**Figure 1:**
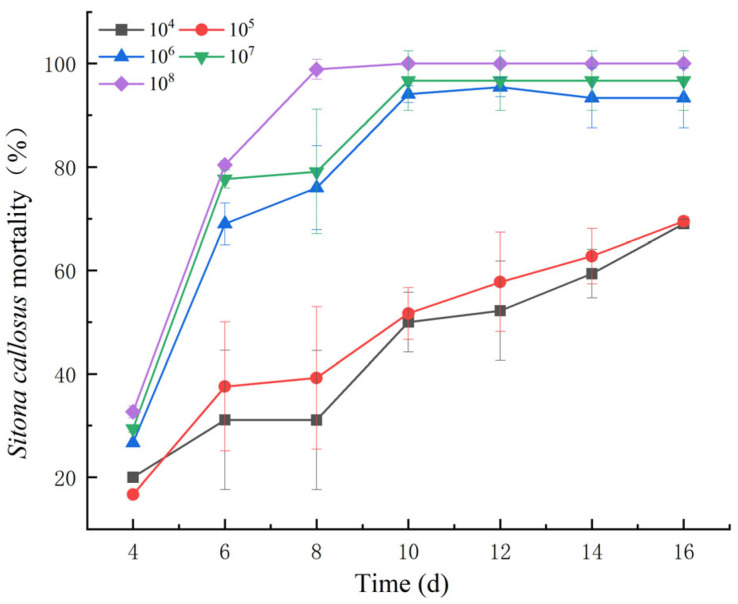
Impact of varying spore concentration treatments on the mortality of adult *S. callosus*.

**Figure 2:**
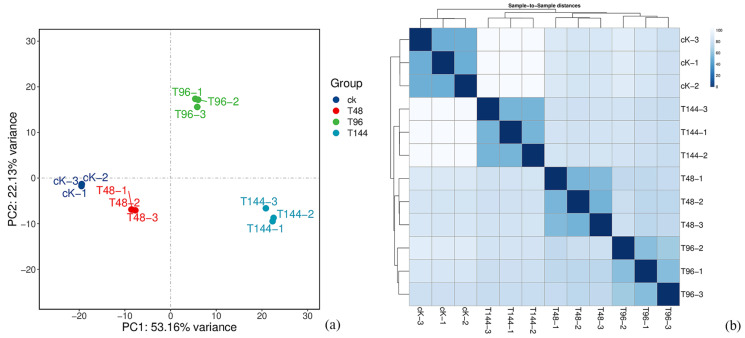
The repeatability of the transcriptome data from *S. callosus* was assessed through PCA and cluster analysis on the samples.

**Figure 3:**
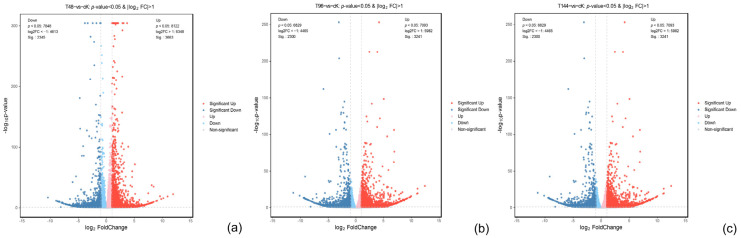
Differential expression gene volcano for *S. callosus* samples. Volcano plot illustrating differential gene expression in samples (**a**–**c**) at 48 h, 96 h, and 144 h post infection with *B*. *bassiana.* Blue dots represent downregulated genes while red dots indicate upregulated genes.

**Figure 4:**
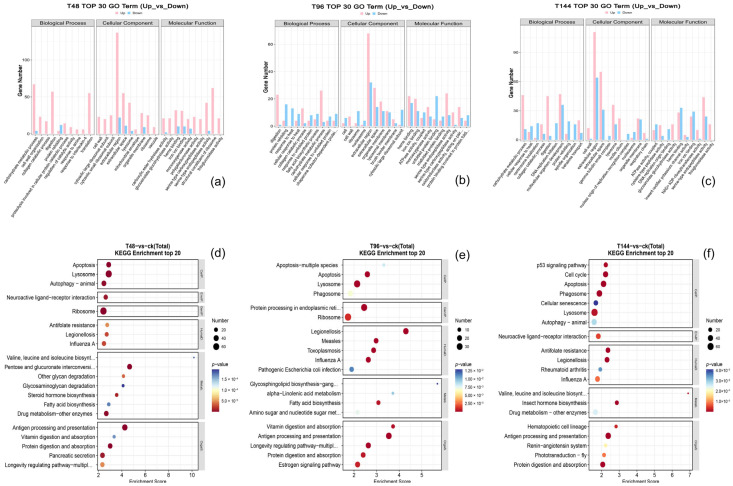
GO and KEGG enrichment analysis of differentially expressed genes. (**a**,**d**), Samples were infected with *B. bassiana* for 48 h (T48 vs. cK). (**b**,**e**), Samples were infected with *B. bassiana* for 96 h (T96 vs. cK). (**c**,**f**), Samples were infected with *B. bassiana* for 144 h (T144 vs. cK).

**Figure 5:**
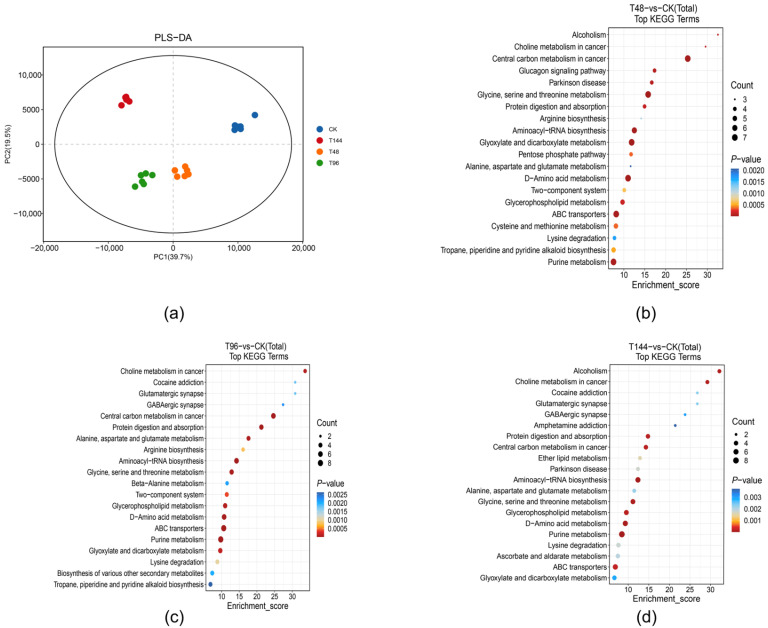
(**a**) Differential metabolite PCA and KEGG enrichment analysis. (**b**) Samples were infected with *B. bassiana* for 48 h (T48 vs. ck). (**c**) Samples were infected with *B. bassiana* for 96 h (T96 vs. ck). (**d**) Samples were infected with *B. bassiana* for 144 h (T144 vs. ck).

**Figure 6:**
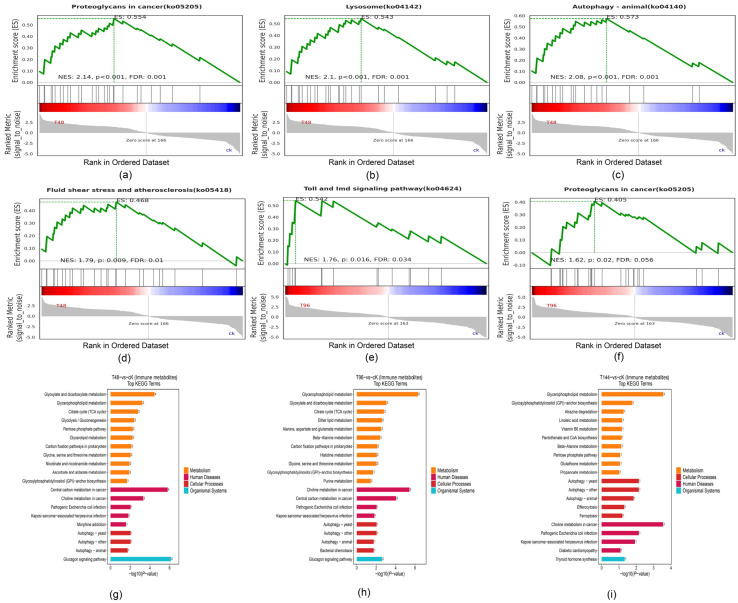
Enrichment analysis of immune gene GESA and immune metabolite KEGG. In GESA enrichment analysis, NES > 1, FDR < 0.25, and *p* < 0.05 were considered significant activation of the pathway. (**a**–**d**) After 48 h of infection, the proteoglycans in cancer (ko05205), lysosome (ko04142), Autophagy-Animal pathway (ko04140), and fluid shear stress and atherosclerosis pathway (ko05418) were significantly activated. (**e**) At 96 h after infection, the Toll and Imd signaling pathway (ko04624) exhibited significant activation. (**f**) The proteoglycans in cancer (ko05205) showed significant activation at 144 h after infection. (**g**) Enrichment analysis of immune metabolites based on the KEGG database was conducted after 48 h of infection with *B. bassiana.* (T48 vs. ck). (**h**) Enrichment analysis of immune metabolites based on the KEGG database was conducted after 48 h of infection with *B. bassiana*. (T96 vs. ck). (**i**) Enrichment analysis of immune metabolites based on the KEGG database was conducted after 48 h of infection with *B. bassiana*. (T144 vs. ck).

**Figure 7:**
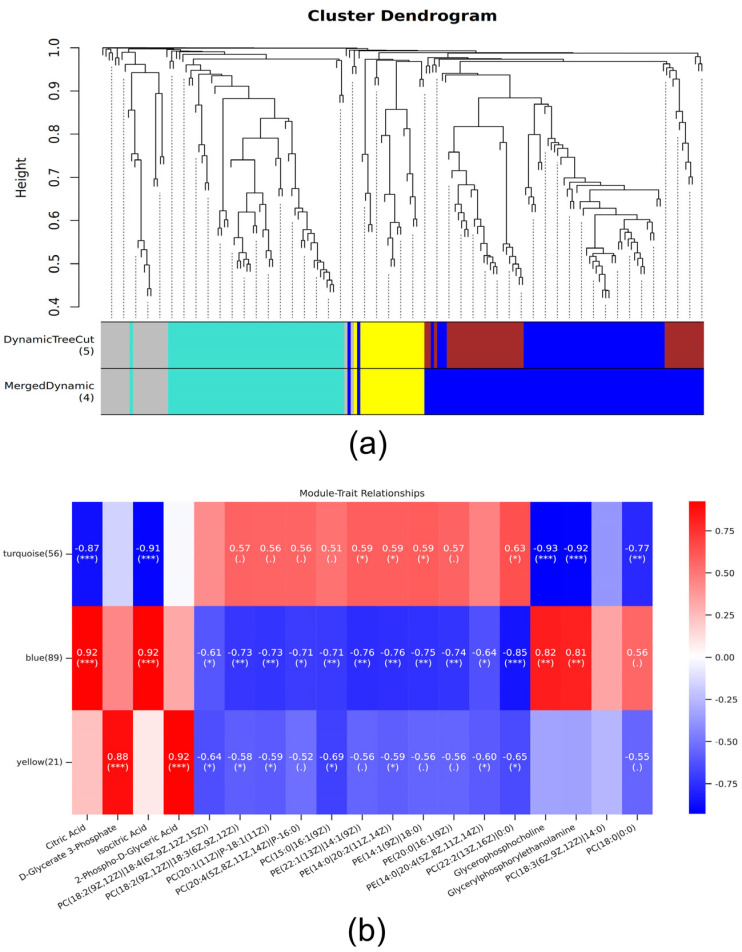
Module identification and trait correlation analysis in WGCNA analysis. (**a**) The immune genes were categorized into four modules; the gray module did not exhibit any reference significance or belong to any specific module. (**b**) is correlation analysis between traits and each module. Blue represents negative correlation, red represents positive correlation. The statistical significance levels for the metabolites and modules in the figure are denoted as *, **, and ***, corresponding to *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively.

**Figure 8:**
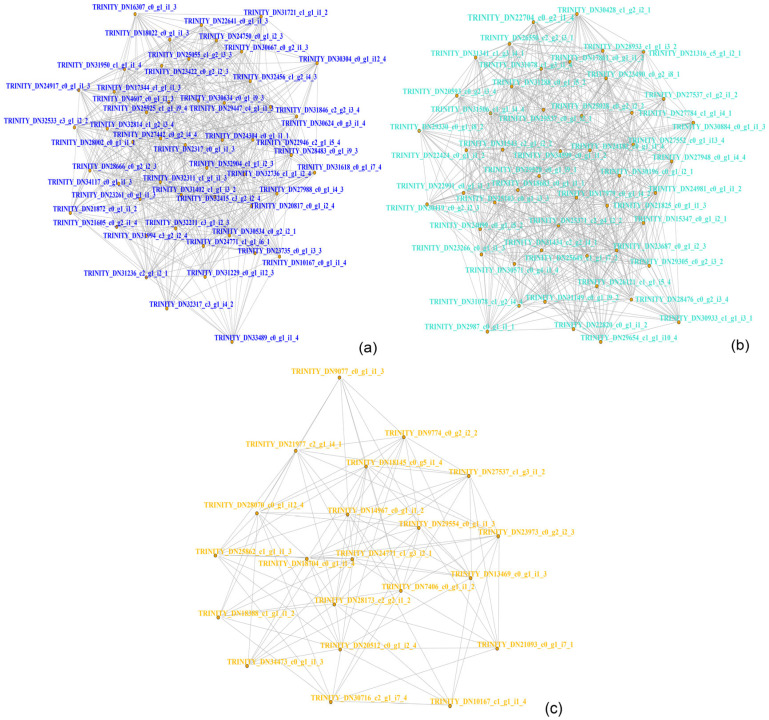
WGCNA-hub gene analysis of immune genes based on immune metabolites. (**a**–**c**) represent the hub genes of the blue, turquoise, and yellow modules, respectively. The more connections a gene has to its periphery, the more central it is.

**Figure 9:**
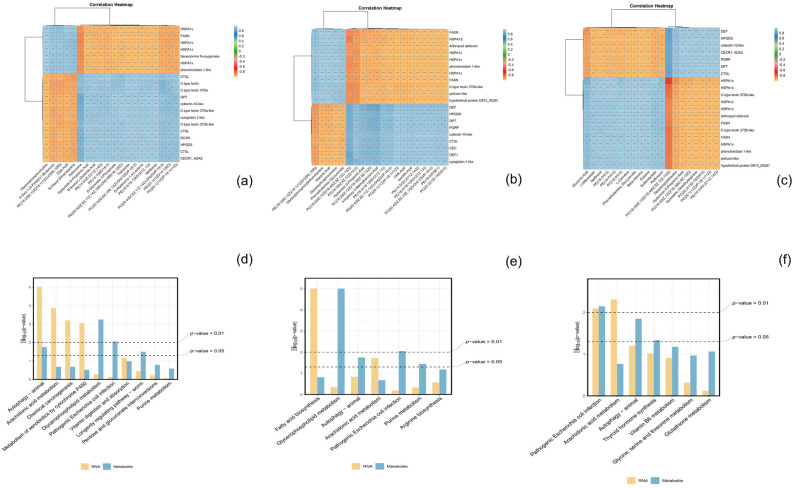
Correlation-based cluster heat maps depicting immune-related DEGs and DEMs, along with their co-enriched KEGG pathways. In (**a**–**c**), the color orange exhibits a negative correlation, while the color blue demonstrates a positive correlation. In (**d**–**f**), the yellow bars denote ribonucleic acid (RNA), while the blue bars denote metabolites. (**a**,**d**) Samples were infected with *B. bassiana* for 48 h (T48 vs. cK). (**b**,**e**) Samples were infected with *B. bassiana* for 96 h (T96 vs. cK). (**c**,**f**) Samples were infected with *B. bassiana* for 144 h (T144 vs. cK). The statistical significance level of the correlation between metabolites and genes in the figure was denoted by *, **, and ***, corresponding to *p* < 0.05, *p* < 0.01, and *p* < 0.001 respectively.

**Figure 10:**
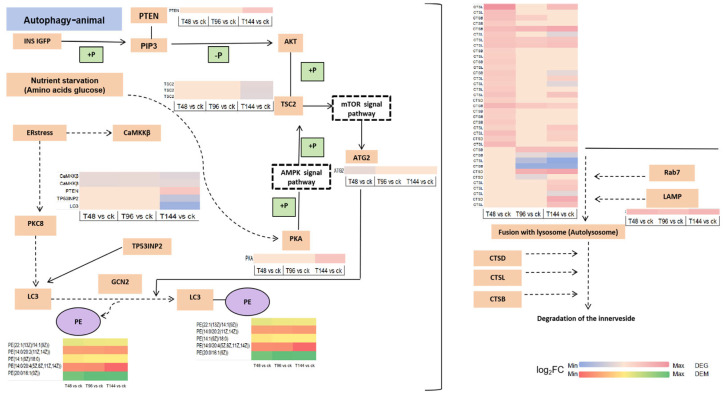
Autophagy–animal pathway. The purple ovals represent metabolites, and the yellow rectangles represent genes annotated in this pathway. The expression profiles adjacent to the genes and metabolites are heat maps generated using log2 fold change (log_2_FC) values. The original KEGG pathway can be found in the Supplementary Materials.

**Figure 11:**
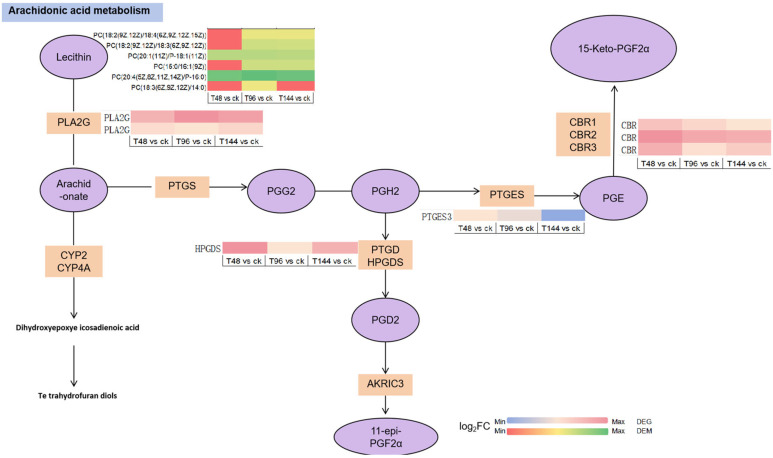
Arachidonic acid metabolism pathway. The purple ovals represent metabolites, while the yellow rectangles represent genes annotated in this pathway. The expression profiles adjacent to the genes and metabolites are heat maps generated using log_2_ fold change (log_2_FC) values. The original KEGG pathway can be found in the Supplementary Materials.

**Figure 12:**
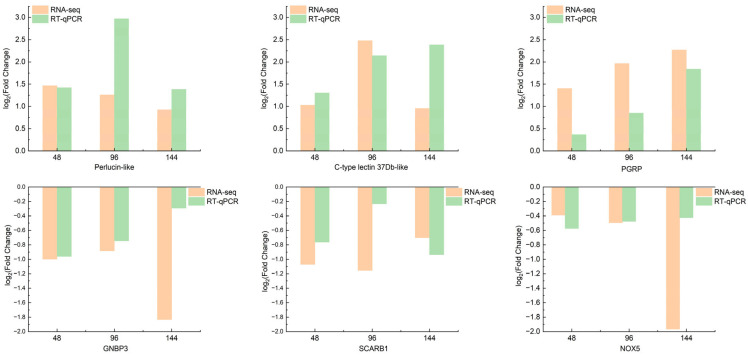
Comparison of differentially expressed gene transcriptome and RT-qPCR results.

## Data Availability

The transcriptomic raw data related to this thesis have been uploaded to NCBI (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281105) under the accession number GSE281105 (accessed on 10 November 2024). The metabolomic raw data have been uploaded to the China National Center for Bioinformation (CNCB) (https://ngdc.cncb.ac.cn/gsub/submit/bioproject/subPRO047171/overview) under submission number subPRO047171(accessed on 13 November 2024).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/insects15120940/s1, Table S1: Quality control (Transcriptome data); Table S2: Statistics of gene length and quality of *S. callosus*; Table S3: Annotation of Unigene; Table S4: Co-expression pathways and the metabolites and genes involved.

How the deposited data were processed for this re-analysis (not part of the article)

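RNA of Sitona callosus adults was sequenced in 12 libraries. Of these, 3 each came from an uninfected control (ck) and from insects 48 h (T48), 96 h (T96) and 144 h (T144) after infection with Beauveria bassiana. The time at which the control was sampled is not given in the sources used here, so each comparison with it joins infection with any effect of time. The control samples carry a treatment label that reads infected and were mapped by title, time label and the paper. No reference genome was used. The deposited table holds the authors' FPKM (fragments per kilobase of unigene, scaled to library size) for 57295 assembled unigenes, with annotation columns for NR, Swiss-Prot, KEGG, KOG, eggNOG, GO and Pfam. By the authors' account, reads were trimmed with Trimmomatic, assembled into unigenes with Trinity, aligned to them with Bowtie2 and turned into FPKM with eXpress, and differential expression was tested with DESeq2. The versions of Trimmomatic, Bowtie2 and eXpress are not given in the sources used here. Column names, conditions and the range and sums of the values were checked on the table itself, and 0 columns of values were without a sample. Depth was even, with group medians of clean reads from 47.99 to 48.67 M in Table S1.

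Since the values are FPKM and not counts, tests were run with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.5), with a mean-variance trend in the empirical Bayes step and all 12 libraries in 1 fit, for unigenes with an FPKM of at least 0.5 in 3 or more libraries. The comparisons were each time against the control, 96 h against 48 h and 144 h against 96 h. A unigene was called higher or lower, or said to have risen or fallen, when the Benjamini-Hochberg adjusted p was under 0.05 and the log2 fold change beyond 1 in size. Fold changes are given with limma's standard error, and group means with the SD over 3 libraries. The fit was tested on data simulated around the control means of the deposited values, with known changes put in. Tables were read with data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 prepared the annotation. Figures were drawn with matplotlib 3.10.9.

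Groups of genes were tested in 41 lists defined by patterns in the annotation before the data were examined, covering immunity, stress, digestion, detoxification, metabolism, structure and reproduction. The text patterns of 5 of these lists were corrected after the data were seen (Toll and Imd signalling, autophagy genes, haemocyte genes, heat shock proteins 70, and storage and haemolymph proteins). Lists were tested with limma's camera at a preset correlation between genes of 0.01, with camera at an estimated correlation, and with limma's fry. For each list the number of called members is given with p adjusted over all tested unigenes and with p adjusted over the list alone. The same tests were run on 5 KEGG pathways that the paper names. GO terms and KEGG pathways with at least 5 members were tested for enrichment among the higher and among the lower unigenes with a one-sided Fisher's exact test, against the tested unigenes that carry any term of that kind. Summed FPKM of sets of unigenes were compared with exact permutation tests. The KEGG genes that make up the called members of a pathway were tallied after the data were seen.

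The unigenes named in the text were chosen by a rule set before the data were examined. It takes the 13 unigenes that the paper names by ID. For genes of pathways that the paper names without an ID, it takes the counts and the 2 unigenes with the highest mean. PTGES3, DCXR, collectin-10-like and CECR1/ADA2 were added to these after the rule was set, which makes 27 genes in all. The result of 1 of these is not reported here. The text patterns that find these genes were written after the files were opened, those of LC3 and NOX5 were corrected after the data were seen, and phenoloxidase was narrowed to phenoloxidase 1. For each comparison it takes up to 10 of the largest rises and falls past both thresholds, with libraries that do not overlap between the groups, a mean of at least 5 FPKM in the higher group and a described protein. For each list it takes up to 2 of the largest rises and 2 of the largest falls with a mean of at least 5 FPKM. Values shown in the figures of the paper had been seen when the rule was set.

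Unigenes were also grouped by the organism of their best NR hit, in 8 organism lists, of which 3 had their patterns corrected after the data were seen. Another 5 sets of unigenes (fungal protein domains, viral genes, sheep and cattle mitochondrial genes, mouse and rat genes, and RNA virus domains) were chosen after the data were seen. A best hit names the nearest protein in the database and not the organism that the RNA came from. Sequences were not analysed here.

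Alternatives set before the data were examined changed the pseudocount (0.1 and 1), the filter (none, or at least 1 FPKM), the scaling between libraries (rescaled sums, median-of-ratios, quantile normalization), the variance model (no trend, robust), the samples in the fit, the thresholds, a block for the replicate number, the background and smallest size of terms, and the libraries used, leaving out each in turn. An alternative with only the 48 h library that lacks the sheep and cattle trace was added after the data were seen. Alternatives that remove unigenes with hits to other organisms or keep only members with a beetle hit were partly added after the data were seen. The metabolite data, the RT-qPCR values, the co-expression modules and the paper's list of immune genes were not analysed here.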

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

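The tests of what moves ribosomal proteins with hits in other organisms, and the sets of other organisms themselves, were chosen after the result was seen. The counts of other splits of the libraries were set before.

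Infected groups differed from each other in a direct limma test. Between 48 h and 96 h 1186 unigenes rose and 866 fell, and from 96 h to 144 h 1141 rose and 1757 fell. Of the unigenes called against the control at both 48 h and 144 h, 73 were higher at 48 h and lower at 144 h, and 13 lower at 48 h and higher at 144 h. All of these 73 and 13 also passed the test of 144 h against 48 h, which follows largely from that choice. Of the 73, 38 are ribosomal proteins, 37 of which have no beetle hit.

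Splitting the 6 libraries of a comparison in every other way into 3 and 3 called 0 unigenes at most for 48 h, 96 h and 144 h against the control and for 144 h against 96 h, where the real split called 4385, 4006, 7519 and 2898, and 1 at most for 96 h against 48 h, where it called 2052. In each of the 5 comparisons 1 of the 10 splits gave as many calls as the real one, namely the real one, and 10 splits are too few for a share under 0.05.

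Signals outside the genes the paper discusses stood above the control at some times. Unigenes with domains of RNA viruses (15) summed to 36.45 FPKM in the control and 177.9, 291.0 and 297.1 at 48 h, 96 h and 144 h, with 2, 5 and 3 of them higher and 2, 3 and 4 lower. Unigenes with fungal protein domains (23) summed to 29.11 in the control, fell to 12.84 at 48 h, and stood at 145.3 at 96 h and 58.76 at 144 h, with 1, 13 and 5 higher and 6, 5 and 8 lower. Unigenes with hits to mouse and rat (231) summed to 514.0 in the control and 710.2, 722.2 and 798.3 at the 3 times. Exact permutation tests against the control gave p = 0.1 for each of these sums, the smallest that 3 against 3 can give, except p = 0.2 for mouse and rat at 48 h. The 126 ribosomal proteins under 20 FPKM with hits to organisms other than beetles and mammals summed to 168 FPKM in the control, 306.3 at 48 h, 198.6 at 96 h and 101.1 at 144 h (exact permutation p = 0.1 for each time). Of these, those that fell from 48 h to 96 h summed to 79.87 in the control and 221.5 at 48 h, and those that rose to 48.18 in the control and 107.4 at 96 h. These groups were chosen by that change, so their sums at 48 h and 96 h are described and not tested.

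The ribosomal proteins of other organisms that fell from 48 h to 96 h had a median log2 change of −2.5, which follows in part from their choice. Regulation of the beetle's own ribosomal proteins is argued against by the share that rose or fell from 48 h to 96 h, counted over all members: 1.32% of those with a beetle hit (upper end of the 95% interval 7.11%), against 75.4% of the 126 (66.9% to 82.6%). The intervals take unigenes as independent, while these unigenes change together in the same libraries, so they do not measure the spread between libraries. For those that fell, the sum at 144 h was 0.122 of the control (spread 0.023). They were chosen for falling, which a growing fungus would not do, so this sum cannot test growth of the applied fungus. In the control, to which the paper applied no fungus, they summed to 79.87 FPKM. A single contaminated library is argued against by the sum over all 126 in the lowest 48 h library, at 303 FPKM against 171 in the highest control library. For those that rose, growth of the fungus stays open: their sum at 144 h was 1.03 of the control (spread 0.05), and the unigenes with fungal protein domains also stood highest at 96 h. Other organisms living in or on the insects, present to a different degree in each group, may stand behind the pattern, and this stays open and untested. Libraries of the same group lay close together. Those that fell summed to 225, 218 and 222 FPKM in the libraries of 48 h and 81.7, 79.8 and 78.1 in the control.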

How the results depend on the processing

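The alternatives run on the 5 KEGG pathways, those that keep only unigenes or members with a beetle hit, the use of 48 h replicate 3 alone, and the runs without 1 library for enrichment, for PC1 and for calls at all 3 times were chosen after the data were seen. Most results kept their direction and their side of the threshold. Of 2460 values for single gene lists outside the runs without 1 library, 2389 did, 30 lost a call, 40 gained one and 1 turned. In the runs without 1 library, 1185 of 1230 did, 33 lost a call, 11 gained one and 1 turned. Of 7833 values for the other named unigenes outside the runs without 1 library, 7702 did, 71 lost a call and 60 gained one. In those runs, 4146 of 4284 did, 84 lost a call and 54 gained one. The number of lists called ranged over the alternatives from 26 to 30 at 48 h, 25 to 30 at 96 h, 24 to 29 at 144 h, 10 to 14 from 48 h to 96 h and 11 to 16 from 96 h to 144 h. The unigenes called against the control at each time, and from one time to the next, stayed within 1.5 times the reported numbers under each pseudocount, filter, scaling and variance model and without any 1 library. For the changes below the cause was not tested, except where the alternative admits more unigenes or fewer libraries by its construction.

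With no limit on the fold change, which admits more unigenes, 5661 were higher and 7301 lower at 48 h, 5579 and 5581 at 96 h, and 7478 and 10768 at 144 h. From 48 h to 96 h 2745 rose and 1965 fell, and from 96 h to 144 h 3166 rose and 5893 fell. At all 3 times 2678 were higher and 3072 lower. At an unadjusted p, 1972 rose and 1415 fell from 48 h to 96 h, and 1749 rose from 96 h to 144 h. With 48 h replicate 3 as the only 48 h library, which is assumed to vary like the other groups, 1491 were higher at 48 h, and 729 rose and 452 fell from 48 h to 96 h.

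The call of autophagy (ko04140) at 144 h was lost with rescaled sums (adjusted p = 0.0556), median-of-ratios scaling (0.109), quantile normalization (0.0552) and limma without the trend (0.0549). Without 1 library at a time it ranged from 0.0394 to 0.0719, and over all its alternatives from 0.0276 to 0.109. The call of lysosome (ko04142) at 144 h was lost without the trend (0.0549; range over its alternatives 0.00911 to 0.0549). That of fluid shear stress (ko05418) at 144 h was lost with quantile normalization (0.0552) and without the trend (0.0549; range 0.00911 to 0.0552).

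For SCARB1 at 48 h a call was gained with rescaled sums and with hits to other organisms removed (−1.07 each). At 96 h its call was lost without the trend and with the replicate block (−1.16 each), and leave-one-out values ran from −1.56 to −0.73. The beta-1,3-glucan-binding protein lost its call at 48 h with median-of-ratios scaling and with quantile normalization (−0.97 each). Perlucin-like at 96 h ranged from 0.96 to 1.30 without 1 library at a time. The replicate numbers do not pair the libraries, since correlations between libraries of the same number ran from −0.053 to 0.015 after the group means were removed, and 0 of 12 libraries had its own number as its closest partner.

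Cytosolic ribosomal proteins from 48 h to 96 h turned from a mean of −0.21 (camera adjusted p = 0.955) to 0.06 with members with a beetle hit only (0.000522; adjusted p = 0.913 with an estimated correlation), an alternative that leaves the other members out by its construction. Without 96 h replicate 3 the mean was −0.17 while camera called the list up (0.0295), and leave-one-out means ran from −0.25 to −0.17.

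Numbers of enriched terms moved most. With calls at any fold change, GO gave 86 terms for higher and 224 for lower unigenes at 48 h, 68 and 104 at 96 h, and 60 and 268 at 144 h, and KEGG gave 57 for higher unigenes at 48 h, 47 and 23 at 96 h, and 62 and 24 at 144 h. Against a background of all tested unigenes, GO gave 18 for lower unigenes at 48 h, 5 for higher ones at 96 h and 21 for higher ones at 144 h, and KEGG gave 0 for higher unigenes at 96 h (Fisher's exact test), and 7 and 20 for higher and lower ones at 144 h. With at least 10 members, GO gave 23 for higher unigenes at 96 h. With unigenes with a beetle hit only, GO gave 32 for lower unigenes at 48 h and 25 for higher ones at 96 h. Without 1 library at a time, GO ranged from 13 to 24 for higher and 26 to 78 for lower unigenes at 96 h, and 22 to 45 and 63 to 116 at 144 h. KEGG ranged from 1 to 5 for higher and 5 to 8 for lower unigenes at 96 h. The variance on PC1 was 43.07% with the 500 most variable unigenes and 25.41% to 29.94% without 1 library at a time.

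Shares of the summed FPKM over the control depended on how they were taken. As shares of the unigenes with an FPKM of at least 0.5, bacteria stood at 1.19 at 96 h and 0.298 at 144 h, protists at 0.958 and 0.533, nematodes and parasitoid wasps at 1.03 at 48 h and 0.875 at 144 h, and beetles at 1.01, 0.994 and 1.01 at 48 h, 96 h and 144 h. Without the 10 unigenes of the list with the highest mean, protists stood at 0.696, 1.31 and 0.563, nematodes and wasps at 1.21, 1.28 and 0.976, and beetles at 1.04 at 144 h. With only hits to Beauveria bassiana there was no unigene to sum, and the list of bacteria is too short to leave 10 out, so those alternatives gave no value.

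Scaling by median-of-ratios moved the median log2 fold change of all tested unigenes against the control. It went from −0.091 to −0.006 at 48 h, from −0.033 to 0.009 at 96 h and from −0.088 to 0.007 at 144 h. On data simulated around the control means, log2 rises of 1.5 were recovered in 42 of 50 unigenes and falls of 1.5 in 40 of 50. Recovery of changes closer to the threshold, or in unigenes with low values, was not measured. Low counts of calls in a list may therefore come from the sample size.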

Differences from the paper's values

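Figure values are read by eye. The first principal component of the log2 values held 27.3 percent of the variance here. The paper's value is about 53 percent in Fig. 2a. Of the alternatives set before the data were examined, 500 most variable unigenes brought the value near the paper's (43.07%), and pseudocount 1 (29.07%) and unit variance per unigene (27.86%) did not.

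For C-type lectin 37Db-like at 96 h the paper's log2 fold change is about 2.5 in Fig. 12, and the value here is 2.10. The difference falls within the spread with pseudocount 0.1 (2.39), median-of-ratios scaling (2.12) and without control replicate 1 (2.31). It does not with pseudocount 1 (1.83), rescaled sums (2.05), quantile normalization (2.07), the other filters, limma without the trend, robust empirical Bayes, the replicate block, hits to other organisms removed, or any other library left out.

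For the PGRP-LC-like gene the paper's values in Fig. 12 are about 1.4 at 48 h, about 2.0 at 96 h and about 2.3 at 144 h, against 1.24, 1.85 and 2.08 here. At 48 h the difference falls within the spread with pseudocount 0.1 (1.29), median-of-ratios scaling (1.33) and quantile normalization (1.34), at 96 h with pseudocount 0.1 (1.91) and at 144 h with quantile normalization (2.22). At 96 h it does not with median-of-ratios scaling or quantile normalization (1.89 each), and at 144 h it does not with pseudocount 0.1 (2.14) or median-of-ratios scaling (2.19). At none of the 3 times does it with pseudocount 1, the other filters, rescaled sums, limma without the trend, robust empirical Bayes, the replicate block, hits to other organisms removed or any 1 library left out. The other values read from Fig. 12 lie within the spread of those here.

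The numbers of unigenes higher and lower at each time lie within 1.5 times the paper's, at the thresholds its text states, while the titles of Fig. 3 name a p-value where the text names a q-value. At 144 h the paper has more unigenes higher than lower, and here 3594 were higher and 3925 lower. With median-of-ratios scaling, 4300 were higher and 3112 lower.

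The paper describes proteoglycans in cancer and autophagy as activated at 48 h by gene set enrichment on its own list of immune genes, with a wider limit on the false discovery rate. Here all tested unigenes of a pathway were used at an adjusted p under 0.05, and camera gave adjusted p = 0.97 and 0.659 for these pathways at 48 h, with 14 higher and 1 lower unigene in the former and 24 higher and 8 lower in the latter. For autophagy at 48 h, limma's fry gave adjusted p = 0.0494 in the upward direction, and Fisher's exact test on the higher unigenes adjusted p = 4.72e-05, and neither called proteoglycans in cancer (0.446 and 0.687). Lysosome and fluid shear stress were called up at 48 h by camera here too, but not with an estimated correlation (adjusted p = 0.132 each). The paper describes the Toll and Imd pathway as activated at 96 h. Here camera gave adjusted p = 0.949 for it against the control, with 6 higher and 0 lower unigenes, fry gave 0.206 and Fisher's exact test 0.483 (0.0467 unadjusted), and camera called it up from 48 h to 96 h (adjusted p = 0.0329; adjusted p = 0.372 with an estimated correlation).

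The paper's Fig. 10 draws PKA as higher and TP53INP2 and LC3 as lower at 144 h. Here 1 of 3 PKA unigenes was higher, 1 of 3 TP53INP2 unigenes was higher and 2 of 7 LC3 unigenes were lower. The paper states that PTGES rises with PLA2G. Here PTGES was not called at any time, and 1, 1 and 2 of 6 PLA2G unigenes were higher, as were HPGDS and CBR unigenes. In Fig. 9 the paper shows cytoglobin-1-like and DCXR as higher. Here 0 of 2 cytoglobin and 0 of 6 DCXR unigenes were called by limma, and the cytoglobin with the highest mean had 0.95, 0.97 and 0.42. With median-of-ratios scaling that cytoglobin was called at 48 h (1.05) and at 96 h, and at 96 h also without 96 h replicate 3. The C-type lectins, collectin-10-like, CECR1, cathepsin L, phenoloxidase 1-like and fatty acid synthase of that figure moved here as the paper has them.

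The paper's discussion has glutathione metabolism and cysteine and methionine metabolism among the main enriched pathways. Here neither was enriched at an adjusted p under 0.05 at any time among higher or lower unigenes (Fisher's exact test). At an unadjusted p, glutathione metabolism passed among higher unigenes at 96 h (0.0396) and 144 h (0.0239), and cysteine and methionine metabolism among higher ones at 96 h (0.0233) and lower ones at 144 h (0.00721). The paper's methods name DESeq2 and its results another tool, and limma was used here.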

Other observations

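The tests of heat shock genes and of the mitochondrial trace of sheep and cattle, and the sets of virus domains, were chosen after the result was seen. The gene lists were set before.

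Some gene lists belong at no claim of the paper. The 3 yolk and eggshell genes had 2, 1 and 3 lower and 0 higher at 48 h, 96 h and 144 h, and camera called them down (adjusted p = 2.90e-07, 5.76e-08 and 2.24e-08; adjusted p = 0.0345, 0.0714 and 0.061 with an estimated correlation). From 96 h to 144 h all 3 fell (adjusted p = 4.52e-11; adjusted p = 0.0438 with an estimated correlation). A vitellogenin-like gene (TRINITY_DN26737_c0_g1_i1_1) had −1.05, −1.65 and −4.23. Of 67 genes of DNA replication and cell cycle, 3, 1 and 28 were lower and 1, 1 and 2 higher (adjusted p = 2.21e-07, 5.83e-09 and 1.42e-18; adjusted p = 0.146, 0.0903 and 0.061 with an estimated correlation), and 7 fell from 96 h to 144 h (8.47e-19; adjusted p = 0.0438 with an estimated correlation). Of 19 histones, 0, 2 and 6 were lower and 2, 1 and 1 higher, with a call down at 144 h (8.85e-08; adjusted p = 0.145 with an estimated correlation). The 10 with a beetle hit were called down at 48 h too (0.0406; adjusted p = 0.264 with an estimated correlation). The sex and the reproductive state of the insects in each pool are not given in the sources used here.

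Of 58 odorant binding and chemosensory proteins, 12, 9 and 13 were higher and 0, 6 and 0 lower (10 and 6 at 96 h and 15 and 0 at 144 h adjusted over the list alone). Camera called them up (adjusted p = 3.79e-08, 0.000409 and 2.24e-08; adjusted p = 0.146, 0.252 and 0.145 with an estimated correlation), and odorant binding protein 13 (TRINITY_DN22956_c2_g1_i1_4) had 1.52, 1.61 and 1.75. Of 121 muscle genes, 4, 2 and 12 were higher and 0, 2 and 3 lower (adjusted p = 0.000448, 0.00601 and 3.46e-05; adjusted p = 0.252, 0.388 and 0.273 with an estimated correlation). The 3 libraries of 96 h disagreed, with means of 0.22, −0.21 and 0.27 over the control, so the mean of 0.09 became 0.24 without 96 h replicate 2, 0.03 without replicate 1 and 0.01 without replicate 3, and after quantile normalization the call at 96 h was lost (0.0793). Of 127 testis and sperm genes, 2, 4 and 11 were higher and 2, 2 and 3 lower, with a call up at 48 h and 144 h (0.00171 and 0.00156; adjusted p = 0.2 and 0.226 with an estimated correlation). Of 301 transposable elements, 18, 9 and 20 were higher and 6, 6 and 10 lower (16 and 5, 8 and 4, and 17 and 10 adjusted over the list alone), with no call (0.136, 0.389 and 0.0508). At 144 h they were called up without control replicate 1 (0.0481), without 144 h replicate 2 (0.0403) and among the 98 with a beetle hit (0.0368; adjusted p = 0.266 with an estimated correlation).

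Unigenes with core domains of baculoviruses and nudiviruses (4) summed to 87.68 FPKM in the control (SD 0.343, n = 3) and to 44.74, 32.38 and 6.939 at 48 h, 96 h and 144 h (exact permutation p = 0.1 for each, the smallest possible). Unigenes with RNA virus domains summed to 177.9 at 48 h and 291.0 at 96 h.

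Part of the heat shock genes of the beetle were higher in the control than at the infected times. Of 54 with a beetle hit, 11, 12 and 13 were lower and 6, 2 and 7 higher at 48 h, 96 h and 144 h, with medians of 0.08, −0.04 and 0.04. The 12 of the heat shock protein 70 and small heat shock protein lists that were lower at 144 h were measured at 48 h, where 11 were lower. Both times were compared with the same control libraries, so the fall of these 12 at 48 h follows in part from their choice. Scaling between libraries is argued against by its size, with median-of-ratios factors of 1.077 to 1.087 in the control and 0.985 to 1.023 at 48 h. Under the scaling alternative that leaves it closest to 0, their median at 48 h was −2.93 (spread 1.17). Factors this close together could move that median little. A library batch that follows the mitochondrial trace is argued against by the 2 libraries of 48 h that share it with the control. Their median was −3.02 (spread 1.15). A batch that sets the control apart from all infected libraries cannot be told apart from infection. For those 2 libraries the log2 ratio of the sums to the control was only −0.86. Most of the sum comes from 1 unigene (3574 FPKM in the control), which had −0.53, and the median was chosen after that ratio was seen. Heat or handling of the control insects before sampling stays open. The change at 48 h of heat shock unigenes of other organisms lay below that of the ribosomal proteins that shared their fall from 48 h to 96 h, by a log2 difference of −2.15 (SE 0.51). Both groups were chosen by that fall, which bears on their levels at 48 h, and only 7 such heat shock unigenes were measured. The difference therefore cannot decide it. An effect of infection on the heat shock genes of the beetle stays open too, and was not tested apart from heat or handling.

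Mitochondrial transcripts of sheep and cattle appeared in the control and in 2 of the 3 libraries of 48 h. A library batch that follows this trace is argued against as the source of the calls at 48 h by the 4008 unigenes called among the libraries that carry it, against 4385 with all. At 96 h and 144 h such a batch cannot be told apart from infection, since no library of these times carries the trace beyond 0.238 FPKM. The 48 h replicate without it lay no farther from the other 2 (0.126) than these from each other (0.128), but that is 1 library. Of the unigenes called at 48 h, 0.205% have a mammal hit (upper end of the 95% interval 0.389%), so few calls are mammal transcripts themselves. This interval takes unigenes as independent, which they are not. Only 347 tested unigenes have such a hit, so this share had to be small. It does not decide whether mammal RNA acted on the other calls. Transcripts of other libraries sequenced beside the control cannot be told apart from a trace in the insects, since no table here holds the run or index of a library; the lowest control library held 25.3 FPKM. No biological explanation was tested for this trace.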
